# Obesity-induced senescent macrophages activate a fibrotic transcriptional program in adipocyte progenitors

**DOI:** 10.26508/lsa.202101286

**Published:** 2022-02-18

**Authors:** Nabil Rabhi, Kathleen Desevin, Anna C Belkina, Andrew Tilston-Lunel, Xaralabos Varelas, Matthew D Layne, Stephen R Farmer

## Abstract

Adipose tissue fibrosis is regulated by the chronic and progressive metabolic imbalance caused by differences in caloric intake and energy expenditure. By exploring the cellular heterogeneity within fibrotic adipose tissue, we demonstrate that early adipocyte progenitor cells expressing both platelet-derived growth factor receptor (PDGFR) α and β are the major contributors to extracellular matrix deposition. We show that the fibrotic program is promoted by senescent macrophages. These macrophages were enriched in the fibrotic stroma and exhibit a distinct expression profile. Furthermore, we demonstrate that these cells display a blunted phagocytotic capacity and acquire a senescence-associated secretory phenotype. Finally, we determined that osteopontin, which was expressed by senescent macrophages in the fibrotic environment promoted progenitor cell proliferation, fibrotic gene expression, and inhibited adipogenesis. Our work reveals that obesity promotes macrophage senescence and provides a conceptual framework for the discovery of rational therapeutic targets for metabolic and inflammatory disease associated with obesity.

## Abstract (precis)

This study demonstrates that senescent CD9^+^ macrophages in obese visceral fat of mice secrete osteopontin that promotes ECM deposition by adipogenic progenitor cells expressing Pdgfra and Pdgfrb.

## Introduction

White adipose tissue (WAT) exhibits remarkable plasticity and plays a central role in regulating systemic energy homeostasis. During nutrient excess, WAT stores surplus energy in the form of triglycerides, and during nutrient deficits, WAT releases energy to other tissues through lipolysis (Farmer, 2009). In response to chronic energy excess, WAT undergoes a dynamic remodeling response involving increases in adipocytes size (hypertrophy) and number (hyperplasia) (Sun et al, 2011). In addition, in response to obesity various stromal-vascular cells (SVCs) including progenitor and immune cells undergo numerical and functional changes leading to WAT fibrosis and inflammation, thereby exacerbating metabolic dysfunction (Sun et al, 2011, 2013). The detailed knowledge of the contribution of each cell type to WAT remodeling and the mechanisms governing cell to cell communication in a fibrotic stroma are poorly understood. SVC are a dynamic and complex assortment of resident immune cells, vascular cells, mesenchymal stromal cells (MSCs), and preadipocytes that change with WAT development and remodeling (Eto et al, 2009). Platelet-derived growth factor receptors (PDGFRs) α and β mark the adipose progenitor cells in the stromal-vascular niche (Berry & Rodeheffer, 2013; Lee et al, 2014; Vishvanath et al, 2016). Indeed, multiple studies have reported that the PDGFRα lineage generates most of the adipocytes in response to adipogenic stimuli (Berry & Rodeheffer, 2013; Lee et al, 2014). In contrast, studies of the PDGFRβ lineage reached different conclusions (Vishvanath et al, 2016). Recent studies using PDGFRα and PDGFRβ mosaic lineage labeling showed that each lineage makes distinct contributions to adipocyte differentiation (Sun et al, 2020). In addition, interstitial cells expressing dipeptidyl-peptidase 4 (DPP4) were proposed to be a renewable source of preadipocytes in response to various stimuli (Merrick et al, 2019). However, the overlap and the interrelationships among these and other described cell populations and their contribution to WAT fibrosis are incompletely understood. The other hallmark of obesity is inflammation sustained by the infiltration of immune cell populations including macrophages, dendritic cells, mast cells, neutrophils, B cells, and T cells (Ouchi et al, 2011). Macrophages are the most abundant leukocyte in WAT of both mice and humans and contribute to insulin resistance during obesity by promoting a proinflammatory phenotype (Wynn et al, 2013). They aggregate in WAT to form crown-like structures (CLSs) and adopt a metabolically activated phenotype to eliminate dead adipocytes (Murano et al, 2008). CD9^+^ macrophages in particular, which are also localized in CLS, exhibit a metabolic activation transcriptional signature and are responsible for the inflammatory signature of obese adipose tissue (Hill et al, 2018). A novel macrophage subset named lipid-associated macrophage expressing the lipid receptor Trem2 also resides in the CLS (Jaitin et al, 2019). Deletion of Trem2 in bone marrow cells led to deterioration of the metabolic outcomes in obese mice. However, it is currently unknown whether macrophage functional heterogeneity contributes to WAT fibrosis and how these cells communicate with adipocyte progenitor cell differentiation pathways. Here, we characterize the cellular landscape of fibrotic stroma in WAT and dissect how prolonged diet-induced obesity reshapes the microenvironment. We use single-cell RNA sequencing to provide a comprehensive atlas of cell types implicated in WAT fibrosis. We uncovered that early progenitors expressing both PDGFRα and β are the major contributors to ECM deposition. Multi-lineage modelling of ligand and receptor interactions between ECM producing cells and stromal cell populations revealed activity of several pro-fibrogenic signaling molecules. We identified a CD9^+^ subpopulation of macrophages, which expands in fibrotic stroma, as a significant source of pro-fibrogenic and proinflammatory factors. Functional analysis demonstrated that CD9^+^ macrophages are senescent and exhibit a blunted phagocytotic capacity. Osteopontin expressed by senescent macrophages in the fibrotic stroma promoted progenitor cell proliferation, fibrotic gene expression, and inhibited adipogenesis. Our studies identified new mechanisms that may explain the impaired immune function in the obese patient and obesity-associated metabolic disorders and inflammatory pathologies.

## Results

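Stromal cells of epididymal fat were profiled with droplet-based sequencing, in which each captured transcript is counted once as a unique molecular identifier (UMI). There was 1 library from C57BL/6J male mice on LFD (10 kcal% fat) and 1 library from mice on HFD (60 kcal% fat). Both diets ran for 24 wk from 6 wk of age, and the number of mice behind each library is not stated in the paper's text. With 1 library per diet there are no replicates, so no test between diets was made and no p-value is given.

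The starting point was the table of UMI counts that the authors deposited for each library, over the barcodes called as cells. The LFD library held 1113 barcodes and 7356278 UMIs, with a median of 6197 UMIs and 2180 genes per barcode. The HFD library held 1144 barcodes and 8412325 UMIs, with a median of 6486 UMIs and 2209 genes per barcode. Cells were filtered, integrated and clustered in Seurat with the settings given in the paper's methods. Each cluster was then named from marker genes fixed before the data were examined. A name such as MSC1-like therefore stands for a rebuilt cluster and not for the authors' own labels.

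Expression is given in CPM, the UMIs of a gene scaled to the total UMIs of its cluster, with the exact Poisson 95% interval. Shares of cells or of UMIs carry the exact (Clopper-Pearson) binomial 95% interval. These intervals cover counting error only and leave out differences between animals. Those of pooled UMIs also leave out variation between cells. The filter kept 294 LFD cells and 352 HFD cells, with medians of 3395 and 5181.5 UMIs, so detection is also given after each cell was thinned to 1000 UMIs. Because the filter left out 1611 of 2257 barcodes, the clustering was repeated on all 2174 barcodes with at least 200 genes, the unfiltered set.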

To identify cellular changes occurring in the fibrotic WAT stroma, we applied single-cell RNA sequencing (scRNAseq) to the stromal fraction isolated from epididymal WAT (eWAT) of C57BL/6J male mice fed either low-fat diet (LFD) or high-fat diet (HFD) starting at 6 wk of age for 24 wk. 

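At 40 dimensions and resolution 0.9, the 646 cells that passed the filter fell into 10 clusters. The largest were 157 MSC1-like cells, 138 macrophage-like cells in a pair of clusters, 131 MSC2-like cells and 74 T/NK-like cells. Smaller clusters held 30 monocyte-like, 27 dendritic-like, 25 PreAd-like and 22 MSC3-like cells. A last cluster, led by Cd209a, Napsa, Upb1 and Il1b, met no naming rule and took 4.76% of LFD cells (2.63 to 7.86%) and 7.95% of HFD cells (5.35 to 11.3%). The number of clusters depended on the cells let in. The unfiltered set gave 17 clusters at the same dimensions and resolution, against 7 for the filtered cells at resolution 0.5 and 12 at resolution 1.5.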

Unsupervised clustering of gene expression profiles identified 17 cell types (Fig 1A). Analysis of integrated data identified several cell populations, including committed preadipocytes (PreAd), four subpopulations of mesenchymal stromal cells (MSC1-4), mesothelial cells (Meso), endothelial cells (Endo), immune cells (including macrophages, natural killer cells, B cells, T cells, and dendritic cells) and a subpopulation of cells expressing markers of hematopoietic stem cells. 

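Among the filtered cells no cluster met the marker rule for mesothelial cells, B cells, MSC4, hematopoietic stem cells or an endothelial cluster apart from MSC2-like cells. The unfiltered set also held 40 mesothelial-like cells, 28 B cell-like cells and 30 cycling-like cells, while MSC4 and hematopoietic stem cell clusters were again missing. The filter left out 90.0% of the mesothelial-like, 96.4% of the B cell-like and 86.7% of the cycling-like cells. T cells and natural killer cells were not separated by the rule and are pooled as T/NK-like. In that larger set 1 of the MSC2-like clusters, with 126 cells and a median of 792 UMIs, was led by the stress gene Hsp90aa1 and by mitochondrial genes. Doublets were kept. Scrublet marked 21 LFD and 26 HFD barcodes, of which 2 and 3 passed the filter.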

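MSC1-, MSC2- and MSC3-like cells together made up 49.0% of LFD cells (43.1 to 54.8%) and 47.2% of HFD cells (41.8 to 52.5%). The log2 ratio of these shares, HFD over LFD, was -0.05 with a log-scale (Katz) 95% interval from -0.29 to 0.18. For MSC2-like cells alone, which carried the capillary endothelial genes, the shares were 20.1 and 20.5%. Named immune clusters took 40.5% of LFD cells (34.8 to 46.3%) and 42.6% of HFD cells (37.4 to 48.0%), a log2 ratio of 0.07 (-0.19 to 0.34). This total leaves out the unnamed cluster led by Cd209a, Napsa, Upb1 and Il1b.

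Single immune clusters moved in both directions. Monocyte-like cells rose from 1.70 to 7.10% (log2 ratio 2.06, 0.70 to 3.43) and dendritic-like cells from 2.04 to 5.97% (1.55, 0.26 to 2.84). Genes that name the macrophage-like, T/NK-like and PreAd-like clusters differed more than 2-fold between diets, so their shares were taken from a clustering without any marker gene, a step chosen after the data were seen. In it the log2 ratios were 0.31 (-0.13 to 0.74) for macrophage-like, -1.67 (-2.37 to -0.96) for T/NK-like and -1.26 (-2.39 to -0.13) for PreAd-like cells. All named immune clusters together stood at 0.15 (-0.08 to 0.39) there. The unfiltered set, clustered in the same way, gave 0.30 (0.07 to 0.52) for macrophage-like cells and 0.12 (-0.05 to 0.28) for all named immune clusters.

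The share that moved most was that of monocyte-like cells, at 3.02 when the unfiltered set was clustered without the marker genes. With the marker genes, that cell set gave MSC1- to MSC3-like shares of 48.1% on LFD and 41.2% on HFD (log2 ratio -0.22, -0.36 to -0.09). The unnamed clusters in it took 4.35 and 7.61%, 3.41 and 6.54%, and 4.07 and 4.21% of LFD and HFD cells. The first of these was led by Rgs5, a gene the paper shows for MSC4, and lies outside the MSC1- to MSC3-like shares.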

Consistent with previous reports (Vijay et al, 2020), comparisons between LFD and HFD showed a marked increase in the relative number of endothelial cells, immune cells and MSC (Figs 1B and S1A and B). 

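Cd34, Ly6a, Pdgfra and Pdgfrb played no part in naming the clusters, although like all genes they could shape the clustering. Median depth was 5822 UMIs in MSC1-like, 6244 in MSC3-like and 2921 in MSC2-like cells. Cd34 (ENSMUSG00000016494, GRCm38 chromosome 1, 194938819 to 194961279) stood at 424 CPM in MSC1-like (380 to 472) and 1189 CPM in MSC3-like cells (996 to 1408). Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) reached 1323 CPM (1244 to 1405) and 1836 CPM (1594 to 2104), and MSC2-like cells had 1295 CPM (1187 to 1410).

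Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) had 350 CPM in MSC1-like (310 to 393) and 248 CPM in MSC3-like cells (165 to 359). None of 131 MSC2-like cells had a Pdgfra UMI, which allows a share of up to 2.29%. Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) had 132 CPM in MSC1-like cells (108 to 160), 66.0 in MSC2-like (43.5 to 96.0) and 26.6 in MSC3-like cells (5.49 to 77.8, from 3 UMIs).

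Pdgfra UMIs were seen in 70.1% of MSC1-like and 63.6% of MSC3-like cells, and Pdgfrb UMIs in 45.2 and 13.6%. Thinning left out 11 of 157 MSC1-like cells and none of 22 MSC3-like cells, and brought these shares to 27.4 and 13.6% for Pdgfra and 9.59 and 4.55% for Pdgfrb. T/NK-like cells, a class without these receptors, had Pdgfra in 0 of 74 cells (up to 4.05%). For these receptors the ratio that moved most was that of Pdgfrb between MSC1- and MSC3-like cells, from 2.31 on the log2 scale to 1.61 when CPM was averaged over cells. Ratios between clusters were recomputed for these receptors and for Cd34, Ly6a, Dpp4, Pi16, Fabp4 and Plin2. Among them that of Plin2 between MSC2- and MSC1-like cells moved most, from 2.09 to 1.15 in the unfiltered set.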

Analysis of the top 10 genes expressed in MSCs reveals five distinct clusters comprising MSC1-4 and preadipocytes (Fig 1C and D) Progenitor cell markers including Cd34, Ly6a (Sca1) and Pdgfrα were expressed in both MSC1 and MSC3, whereas Pdgfrβ was primarily expressed by the MSC1 cluster (Fig 1C) (Berry & Rodeheffer, 2013; Rodeheffer et al, 2008). 

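Pi16 (ENSMUSG00000024011, GRCm38 chromosome 17, 29317680 to 29330593) had 2013 CPM in MSC3-like cells (1760 to 2293) and 245 CPM in MSC1-like cells (212 to 282). It was found in 86.4% of MSC3-like and 18.5% of MSC1-like cells, or 59.1 and 6.16% after thinning. Dpp4 (ENSMUSG00000035000, chromosome 2, 62330073 to 62412231) had 310 CPM in MSC3-like (216 to 432) and 49.0 CPM in MSC1-like cells (34.9 to 67.0), with UMIs in 81.8 and 17.2% of cells. MSC2-like cells had no Pi16 UMI, for which counting error allows up to 9.01 CPM. Dendritic-like cells also carried Dpp4, at 172 CPM. In MSC1-like cells Pi16 differed between the diets, with 171 UMIs on LFD and 24 on HFD (CPM ratio 0.0928, exact conditional binomial 95% interval 0.0579 to 0.143).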

Interstitial cell markers such as Pi16 and Dpp4 were expressed in MSC3 and to a lower level in MSC1 (Fig 1C) (Merrick et al, 2019). Markers of adipogenesis regulators (e.g., F3, Gdf10, Meox2, and Agt) were scattered through all MSC populations (Fig 1C) (Schwalie et al, 2018). 

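F3 and Gdf10 were concentrated in MSC1-like cells, at 205 CPM (175 to 239) and 259 CPM (225 to 297). In MSC3-like cells each stood at 35.5 CPM (9.67 to 90.8, from 4 UMIs), and in MSC2-like cells at 2.44 CPM, from 1 UMI. Agt had 185 CPM in MSC1-like cells (156 to 217), 9.77 CPM in MSC2-like cells (2.66 to 25.0) and no UMI in MSC3-like cells, where up to 32.7 CPM remain possible. Meox2 had the opposite distribution, with 330 CPM in MSC2-like cells (276 to 390), 12.6 CPM in MSC1-like cells (6.03 to 23.1) and 1 UMI in MSC3-like cells. In cells, the F3 share was 42.7% of MSC1-like (21.9% thinned), while Meox2 was found in 61.1% of MSC2-like and 5.10% of MSC1-like cells.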

Committed preadipocyte markers including Fabp4, Plin2, and Car3 were also found in MSCs and in committed preadipocytes; only adiponectin specifically marked the latter (Fig 1C and D).

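Fabp4 (ENSMUSG00000062515, GRCm38 chromosome 3, 10204088 to 10208576) was about as high in MSC2-like cells (54604 CPM) as in PreAd-like cells (60204 CPM), against 606 CPM in MSC1-like (553 to 663) and 115 CPM in MSC3-like cells (61.4 to 197). T/NK-like cells, which lack the gene, had Fabp4 UMIs in 32.4% of cells (10.1% thinned) at a median of 2386.5 UMIs, which gives the background share. Plin2 showed 614 CPM in PreAd-like cells (343 to 1012, from 15 UMIs), 579 in MSC2-like (508 to 658), 136 in MSC1-like (111 to 164) and 53.2 in MSC3-like cells (19.5 to 116). Macrophage-like cells were higher for this gene, at 903 CPM. Car3 reached 22781 CPM in PreAd-like cells and 484 CPM in MSC2-like cells (419 to 556), with 3.77 CPM in MSC1-like cells (0.778 to 11.0) and none in 22 MSC3-like cells.

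Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) had 1513 CPM in PreAd-like cells (1066 to 2086), with UMIs in 18 of 25 cells. It was absent from 157 MSC1-like cells (up to 1.91% of cells) and from 22 MSC3-like cells. MSC2-like cells had 46.4 CPM (27.9 to 72.5) in 16 of 131 cells, and 3 of 138 macrophage-like cells (2.17%) carried it. PreAd-like cells had a median of only 802 UMIs, and thinning kept 9 of the 25.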

**Figure 1.**
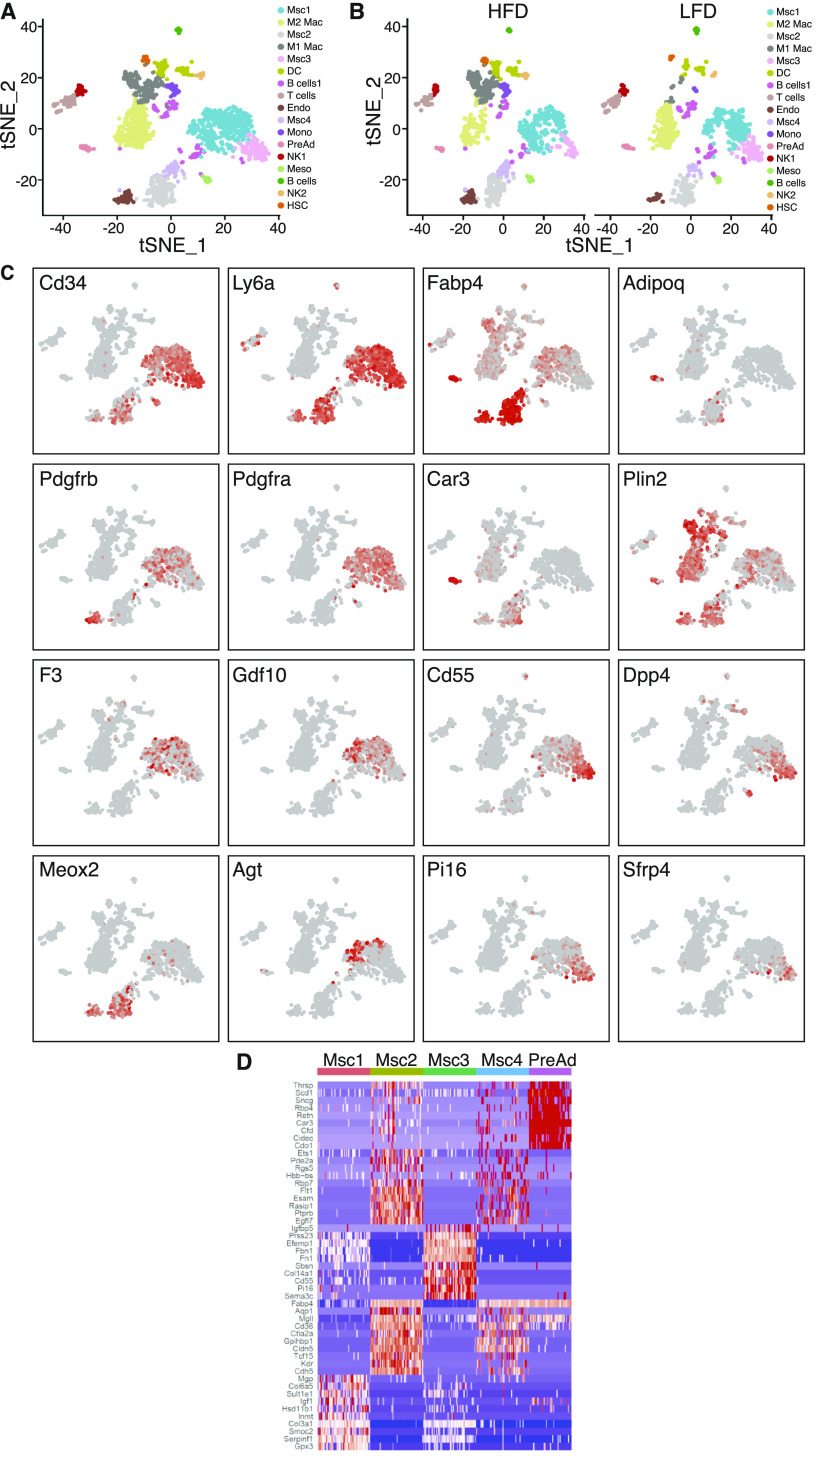
Characterization of the fibrotic stromal microenvironment. **(A)** t-SNE plots of eWAT SVF populations identified by single cell from combined dataset of 24-wk low-fat diet and high-fat diet feed mice, which identified 17 clusters. **(B)** Side-by-side t-SNE plots of eWAT SVF populations from 24-wk low-fat diet and high-fat diet feed mice. **(C)** t-SNE expression plots of differentially expressed genes displaying select markers. **(D)** Heat map of top 10 marker genes differentially expressed in mesenchymal stem cells and preadipocytes.

**Figure S1.**
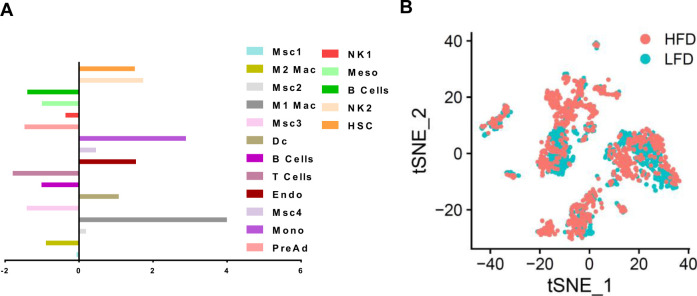
Characterization of the fibrotic stromal microenvironment. **(A)** Bar chart showing population fold-changes in relative abundance of each cluster induced by 24-wk high-fat diet compared with low-fat diet mice. **(B)** t-SNE plots of eWAT SVF cells comparison from low-fat diet and high-fat diet.

### Progenitor cells are the major ECM producing cells

Pseudotime analysis using markers from MSCs and preadipocytes (Fig 2A and Table S1) predicted that MSC3 cells have two trajectories, either giving rise to MSC2 (fate A) or preadipocytes (fate B) with MSC1 and MSC4 appearing to represent an intermediary cell type (Figs 2A and S2A and B). 

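Slingshot was not rerun, so the values here describe the clusters and not an inferred order. The proposed starting population, MSC3-like cells, held 13 LFD and 9 HFD cells, and the proposed endpoints held 131 MSC2-like and 25 PreAd-like cells. No filtered cluster met the rule for MSC4, so its intermediate position could not be examined. MSC1-like cells shared high Dcn with MSC3-like cells, at 22034 and 13340 CPM, against 85.5 CPM in MSC2-like cells. Tie1 had 171 CPM in MSC2-like cells (133 to 216) and no UMI in MSC1- or MSC3-like cells, where at most 4.64 and 32.7 CPM are compatible with the counts. Dcn and Tie1 were chosen after their values were seen.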

MSC4 cells appear to be a mix of two subpopulations that arise from MSC1, each of which can undergo either fate A or fate B. Further analysis of temporal gene expression identified markers that are down-regulated early during MSC3 commitment to both fates such as Pi16, Sema3C, and Mfap5, others are re-expressed when the cells undergo fate B (e.g., Socs3 and Atf3). 

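From MSC3- to MSC1-like cells, Sema3c fell from 887 CPM (722 to 1079) to 59.1 CPM (43.4 to 78.6) and Mfap5 from 2767 CPM (2469 to 3092) to 1196 CPM (1121 to 1274). Pi16 ran the same way. MSC2-like cells had no Sema3c UMI and 7.33 CPM of Mfap5, and PreAd-like cells had no Mfap5 UMI, although their 24450 UMIs leave up to 151 CPM open. Socs3 was similar in MSC1-like (753 CPM, 694 to 816) and MSC3-like cells (612 CPM, 476 to 775) and lower in MSC2-like cells (171 CPM, 133 to 216). Atf3 ran from 793 CPM in MSC1-like (733 to 858) and 656 CPM in MSC3-like cells (515 to 824) to 388 CPM in MSC2-like cells (330 to 454). Neither was seen in PreAd-like cells. Macrophage-like cells also carried both, at 251 CPM for Socs3 and 705 CPM for Atf3. Atf3 is an immediate early gene that responds to tissue dissociation, and whether this bears on its levels in these clusters was not tested.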

Interestingly, the expression of some intermediary cell markers such as Cldnl5, Gpihbp1, and Kdr is maintained in cells undergoing fate B, whereas repressed when the cells differentiate to preadipocytes (Figs 2B and S2C). 

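Cldn5 (ENSMUSG00000041378, GRCm38 chromosome 16, 18776847 to 18778262) had 4964 CPM in MSC2-like cells (4750 to 5184) and 8.80 CPM in MSC1-like cells (3.54 to 18.1). Gpihbp1 (ENSMUSG00000022579, chromosome 15, 75596628 to 75599481) had 3754 CPM in MSC2-like cells (3569 to 3947), with 2 UMIs in MSC1-like and 1 in MSC3-like cells. Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458) had 909 CPM in MSC2-like cells (819 to 1006) and 5.03 CPM in MSC1-like cells (1.37 to 12.9). All 3 genes were found in most MSC2-like cells (91.6, 93.1 and 74.8%). In PreAd-like cells Cldn5 was seen in 3 of 25 cells (123 CPM, 25.3 to 359), and Gpihbp1 and Kdr in none. The paper spells the first gene Cldnl5, which was read as Cldn5.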

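MSC1- and MSC3-like cells shared Cd34, Ly6a, Pdgfra and Mfap5, and differed by degree in Pi16, Dpp4 and Sema3c. Further endothelial genes set MSC2-like cells apart from both. Eng had 476 CPM there, against 76.7 CPM in MSC1-like and 44.4 CPM in MSC3-like cells, and Ramp2 had 691 CPM against 107 and 142 CPM. Tek did not follow them, with 122 CPM in MSC2-like, 142 CPM in MSC3-like and 35.2 CPM in MSC1-like cells. These 3 genes were chosen after their values were seen. Both libraries were taken at 1 time point, and the counts by themselves carry no direction of change between clusters.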

Altogether, these data suggest that interstitial cells (MSC3) give rise to an intermediary cell population (MSC1) that has two distinct fates, one of which gives rise to adipocytes. We next analyzed gene ontology (Go) terms associated with genes up-regulated when MSC clusters are compared with each other. Marker genes of MSC1 cluster were associated with collagen organization, ECM structure and organization, and cartilage and connective tissue development (Fig S2D). 

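Gene ontology enrichment was not repeated. Instead, a list fixed beforehand, the 44 genes with collagen symbols, was placed among 10000 random lists of the same size and expression. Of these, 17 collagen genes had enough UMIs, and their median log2 ratio in MSC1-like over MSC2- and MSC3-like cells was 2.56, at percentile 100 of the random lists, with 16 of 17 above 0. Genes used to name clusters were left out of every such comparison between clusters, but not of the comparisons between diets. Because the clusters were made from the same counts, the percentile describes these cells and is no test.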

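In MSC2-like cells the class I antigen presentation list (H2-K1, H2-D1, B2m, Tap1, Tap2, Tapbp, Psmb8, Psmb9) had a median log2 ratio of 1.85 over MSC1- and MSC3-like cells, at percentile 99.5, with 6 of 7 usable genes above 0. These genes took 0.700% of MSC2-like UMIs (0.674 to 0.726%), against 0.214% in MSC1-like and 0.2005% in MSC3-like cells. On the endothelial side, the highest genes of the cluster besides its naming markers were Cldn5, Gpihbp1 and Aqp1. Mesenchymal transcripts were low there, with Col1a1 at 22.0 CPM against 1303 CPM in MSC1-like cells, a gene chosen after its values were seen. Collagens as a list had a median log2 ratio of -3.79 (percentile 0) in MSC2-like over MSC1- and MSC3-like cells.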

MSC2 cluster markers were associated with antigen presentation, endothelium development, and endothelial cell differentiation suggesting that fate B may provide a source of endothelial cells (Fig S2E). Go terms enriched in MSC3 cluster markers were primarily associated with ribosomal activity and biogenesis and chondrocytes differentiation and cartilage development suggesting that those cells have a proliferative capacity and are localized within the interstitium (Fig S2F). 

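The ribosomal protein list (60 genes with Rpl or Rps symbols) had a median log2 ratio of 0.45 in MSC3-like over MSC1- and MSC2-like cells, at percentile 98.9, with 59 of 60 genes above 0. Ribosomal protein UMIs took 12.3% of all UMIs in MSC3-like cells (12.1 to 12.5%), 9.96% in MSC1-like cells and 7.06% in MSC2-like cells. The same list stood at percentile 63.7 in MSC1-like cells and 4.81 in MSC2-like cells. Its medians there were 0.28 (53 of 60 genes above 0) and -0.51 (2 of 60), against random medians of 0.26 and -0.35. Random lists could draw ribosomal protein genes too, so these percentiles can understate how far the list moved. No list for chondrocyte or cartilage development was fixed beforehand, and none was tried.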

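No cluster of the filtered cells was named MSC4-like. Of the genes shown for that population, Rgs5 led a cluster only when the unfiltered set was used, together with Kcnj8 and Abcc9, which are genes of mural cells. GTPase signaling, protein dephosphorylation and apical junction genes were therefore not examined for this population.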

MSC4 cluster markers were associated with GTPase signaling, protein dephosphorylation and apical junction formation suggesting that those pathways may be important for the regulation of cell fate decisions (Fig S2G). Interestingly, only MSC1 Go analysis showed an increase in ECM pathways. Indeed, further analysis showed that ECM genes such as Col6a3, Col3a1 and Col1a2 were primarily expressed by early progenitors MSC1 and to a lesser extent by MSC3 (Fig 2C). Furthermore, analysis of the composition of MSC1 markers in the obese versus lean states showed a marked increase in ECM genes (Figs 2D and S2H). In addition, enriched Go terms indicated that HFD led to an increase in pathways associated with collagens fibril and ECM organization, inflammatory response and metabolic processes (Fig 2E). 

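Applied to the remaining clusters, the collagen list had a median log2 ratio of -0.57 in MSC3-like over MSC1- and MSC2-like cells (percentile 0.40), with 4 of 17 genes above 0. The other matrix pathways of the ontology analysis were not scored.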

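Col6a3 (ENSMUSG00000048126, GRCm38 chromosome 1, 90765923 to 90843971) had 621 CPM in MSC1-like (568 to 678), 266 CPM in MSC3-like (180 to 380) and 63.5 CPM in MSC2-like cells. Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) had 4810 CPM (4659 to 4965), 2936 CPM (2628 to 3270) and 198 CPM (157 to 246) in the same order. Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) had 2722 CPM (2609 to 2840), 1978 CPM (1727 to 2255) and 24.4 CPM (11.7 to 44.9). In macrophage-like cells, a class without fibrillar collagen, Col3a1 stood at 5.31 CPM with UMIs in 4 of 138 cells, which gives the background at a median of 5662 UMIs.

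Collagen UMIs rose with HFD in every one of these clusters. They took 1.13% of MSC1-like UMIs on LFD (1.09 to 1.17%) and 1.98% on HFD (1.94 to 2.02%). In MSC3-like cells the values were 0.653% (0.589 to 0.722%) and 1.29% (1.20 to 1.39%), and in MSC2-like cells 0.163% (0.144 to 0.182%) and 0.279% (0.258 to 0.301%). Over both diets they took 1.64, 0.962 and 0.228% in MSC1-, MSC3- and MSC2-like cells. The value that moved most was that of MSC1-like cells on HFD, to 2.74% without an upper limit on genes per cell.

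**Figure D1:**
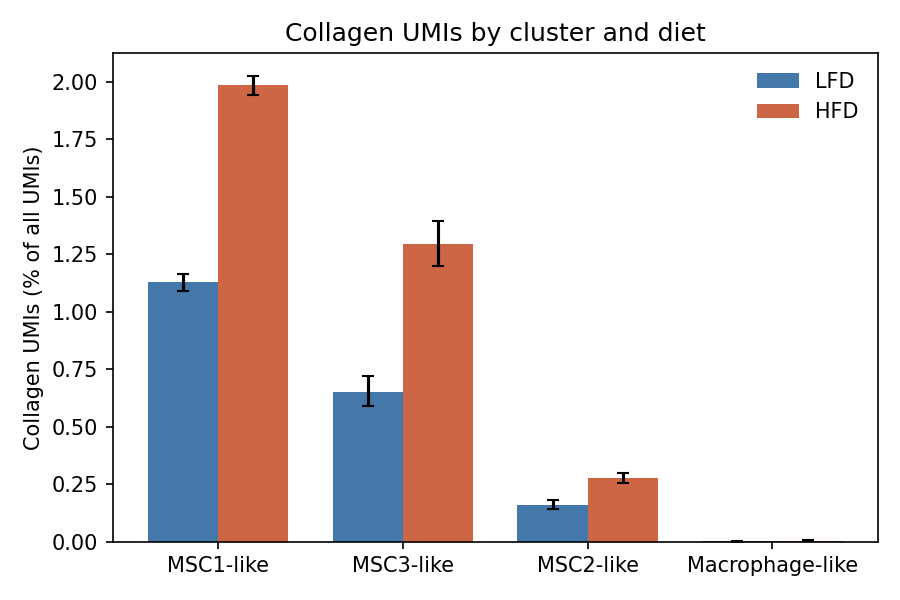
Collagen UMIs as a percent of all UMIs in 4 clusters of the filtered cells, by diet, with 1 library per diet; bars are pooled UMIs and lines the exact binomial 95% interval for counting error. The values run from 1.98% in MSC1-like cells on HFD to 0.00284% in macrophage-like cells on LFD.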

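MSC1-like cells numbered 72 on LFD and 85 on HFD. Between them, Col3a1 went from 2837 to 6115 CPM (ratio 2.16, 2.00 to 2.33), Col6a3 from 392 to 773 CPM (1.97, 1.61 to 2.44) and Col1a2 from 2278 to 3017 CPM (1.32, 1.21 to 1.45). Lum rose 2.83-fold (2.42 to 3.31), Timp1 2.50-fold (1.47 to 4.46) and Mmp3 5.46-fold (1.94 to 21.2, from 4 and 33 UMIs). In the filtered cells smaller rises were seen for Sparc (1.62), Bgn (1.67), Ctsk (1.76), Postn (1.65), Mgp (1.49) and Lpl (1.85). In the unfiltered set Timp1 (10.9), Postn (4.72) and Ctsk (2.97) rose more than Lum (2.55).

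Of the 18 genes read from the panel of MSC1 genes by diet, 10 were higher and 8 lower on HFD, and every interval left out 1. The lower ones were Gstm1 (0.600), Timp3 (0.675), Inmt (0.436), Sult1e1 (0.530), Fmo2 (0.451), Iigp1 (0.331), Igf1 (0.407) and C7 (0.329). Collagens as a list had a median log2 ratio of 0.83 (percentile 100), with 14 of 17 genes above 0.

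By the fixed rule, the largest rises were those of Fbln7 (33.1-fold, 5.67 to 1332), Serpina3n (6.52), Tspan31 (5.84), Sned1 (4.96) and Hmcn2 (3.64). This list depended on the cells let in, and the unfiltered set gave 5 other genes, Ube2c (63.2), Mki67 (52.5), Acta2 (31.4), Tagln (17.4) and Col8a1 (14.9). The largest falls were those of Saa3 (56 UMIs to 0), Pi16, Rbp4 and Hp (which name other clusters) and Ntn1 (0.306, 0.168 to 0.540). The ratio that moved most was that of Pi16, whose log2 value of -3.43 became -0.78 without an upper limit on genes per cell.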

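Of the other lists compared between diets in MSC1-like cells, lipid handling genes had a median log2 ratio of 0.27 (percentile 97.8, 8 genes) and secretory senescence factors one of 0.32 (percentile 99.3, 6 of 10 above 0). Ribosomal proteins fell, with a median of -0.21 (percentile 0.02) and only 3 of 60 genes above 0. Class I antigen presentation (-0.03, percentile 40.6) and phagocytosis receptors (0.17, percentile 75.2) lay within the random lists. Immediate early genes were lower on HFD (-0.33, percentile 0.38), and more so in macrophage-like cells (-1.17, percentile 0.01).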

Altogether, our data suggest that MSC1 are the major ECM producing cells that also give rise to preadipocytes.

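The paper proposes that MSC1 cells are the main producers of matrix. Of 15167 collagen UMIs in the filtered cells, 86.1% lay in MSC1-like cells (85.6 to 86.7%), 7.15% in MSC3-like and 6.16% in MSC2-like cells. MSC1-like cells were 24.3% of all cells and held 27.7% of all UMIs. Their part of the collagen UMIs was 83.6% of 4270 on LFD and 87.1% of 10897 on HFD. The part depended on the cells let in. In the unfiltered set MSC1-like cells held 68.8%, MSC3-like cells 13.6% and the unnamed clusters 10.1%. Lineage from MSC1 to preadipocytes was not addressed by these counts.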

**Figure 2.**
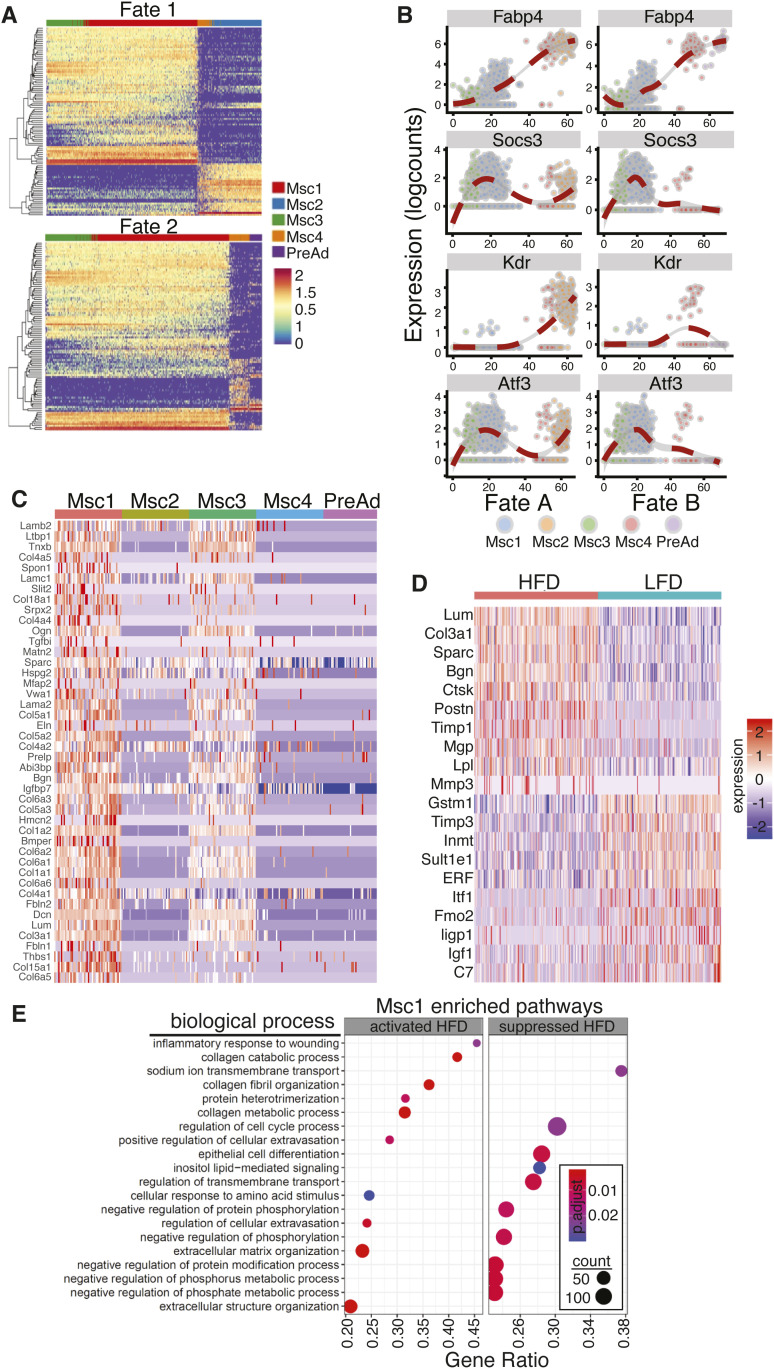
Progenitor cells produce ECM. **(A)** Heat map of the top 250 genes that are associated with each lineage identified. **(B)** Expression profiles of select genes during both lineages identified; dots represent a cell and line represents the loess regression. **(C)** Heat map of ECM genes differentially expressed in mesenchymal stem cells and preadipocytes. **(D)** Heat map of ECM genes differentially expressed between low-fat diet and high-fat diet in MSC1 population. **(E)** Dot plot of gene ontology (biological process) of activated and suppressed pathways by high-fat diet in MSC1 cluster.

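Table S1 gives, for each gene of a cluster, an average log fold change, the share of cells with the gene inside (pct.1) and outside the cluster (pct.2), and a P-value before and after adjustment. Only the first 1999 of its 9211 rows were read, so no overlap with it was tested. In its cluster 0, the source of the MSC1 naming genes, Pdgfra has a pct.1 of 89.5% and Pdgfrb of 62%. MSC1-like cells had 70.1 and 45.2% after the stated filter, and 86.5 and 59.0% in the unfiltered set. In its cluster 2, matched to MSC2-like cells, Cldn5, Gpihbp1 and Kdr have 99, 98.5 and 93.4%. MSC2-like cells had 91.6, 93.1 and 74.8% after the stated filter, and 100, 100 and 92.2% when the same cells were clustered with 20 dimensions. MSC2-like cells of the unfiltered set had 81.9, 81.3 and 68.3%, and without an upper limit on genes per cell they had 95.3, 95.3 and 83.3%.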

Table S1 Differentially expressed markers for each cluster.
Source data are available for this table.
Source Data for Table S1

**Figure S2.**
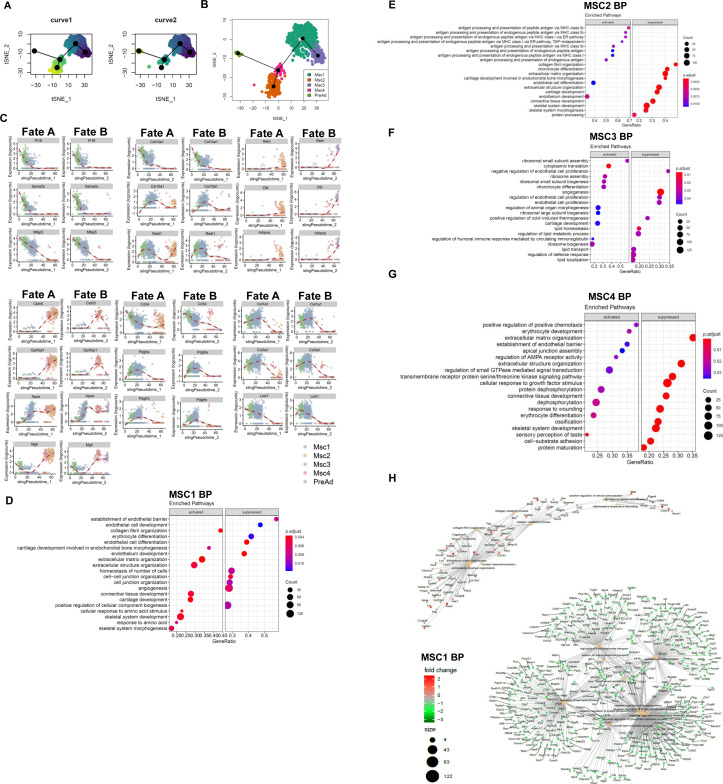
Progenitor cells produce ECM. **(A)** Pseudotime trajectory curve for each lineage **(B)** t-SNE of inferred trajectory of progenitor cells and preadipocytes. **(C)** Expression profiles of select genes during both lineages identified; dots represent a cell and line represents the loess regression. **(D, E, F, G)** Dot plot of gene ontology (molecular function) of activated and suppressed pathways in (D) MSC1, (E) MSC2, (F) MSC3, (G) MSC4 when compared with each other. **(H)** Gene concept network showing enriched terms for the genes down-regulated or up-regulated by high-fat diet feeding in MSC1 population; the color of the nodes representing log_2_ fold change in gene expression relative to the low-fat diet MSC1.

### Adipocyte progenitor cells express both PDGFRα and PDGFRβ and expand under HFD

Flow cytometry analysis of CD34 cells revealed that PDGFRα and PDGFRβ account for 58% of the total CD34 population under LFD. Their number increased to 90% in eWAT from HFD mice (Fig 3A). PDGFRα and CD34 double positive cells were the second most abundant population followed by CD34^+^ PDGFRα and β negative cells, whereas CD34^+^ and PDGFRβ^+^ represented fewer than 2% of the total CD34^+^ cells. HFD led to a significant decrease in both PDGFRα^+^ and double negative cells, whereas it had no effect on PDGFRβ^+^ cells number (Figs 3A and S3A). We next assayed the differentiation capacity of each population. PDGFRα^+^ and PDGFRβ^+^ double positive cells and PDGFRα^+^ positive cells undergo a robust adipocyte differentiation when treated with a standard adipogenic cocktail (Figs 3B and S3B and C). Interestingly, cells negative for PDGFRα, PDGFRβ, and CD34 spontaneously differentiated to adipocytes after 48 h of seeding, suggesting those cells represent committed preadipocytes in scRNAseq cluster (Fig S3B). Both PDGFRβ^+^ cells and cells positive for only CD34 did not exhibit adipogenic potential suggesting that both of these populations could be progenitors for other cell subtypes. Last, we stained sections of eWAT from mice under LFD and HFD for PDGFRα and PDGFRβ. Consistent with the flow cytometry results, immunostaining of eWAT showed that PDGFRα and PDGFRβ colocalized under LFD and the double positive cell number expanded in fibrotic tissue (Fig 3B and C). Gene expression profiling of sorted CD34^+^, PDGFRα^+^, and PDGFRβ^+^ cells showed that HFD promoted expression of ECM genes including Col1a1, Col3a1, and Timp1 (Fig 3D). Altogether, these results suggest that PDGFRα/PDGFRβ double positive cells represent early progenitors. The loss of PDGFRβ is important for the progenitors to commit to the adipocyte lineage, whereas the loss of PDGFRα facilitates non-adipogenic lineages possibly endothelial. Moreover, in an obese state progenitor cells became activated and enhanced ECM production contributing to tissue fibrosis.

**Figure 3.**
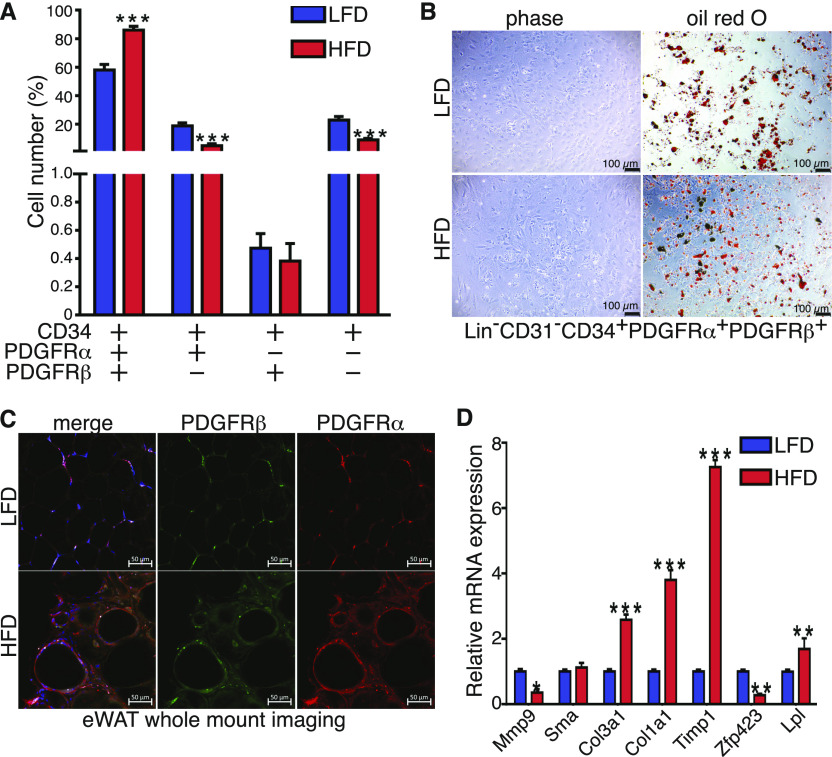
Early progenitor cells express both platelet-derived growth factor receptor (PDGFR)α and PDGFRβ and expand in mice fed a high-fat diet (HFD). **(A)** Quantification of frequency of Lin^−^: CD31^−^ : CD34^+^ and either PDGFRα^+^ or PDGFRβ^+^ or double positive cells in the eWAT depot from 24-wk low-fat diet (LFD) and HFD feed mice performed by flow cytometry (n = 8). **(B)** Representative images of Oil Red O staining of in vitro differentiated Lin^−^ : CD31^−^ : CD34^+^ : PDGFRα^+^ and PDGFRβ^+^ sorted cells form eWAT depot in 24-wk LFD and HFD feed mice, scale bars 100 μm. **(C)** Representative image of whole mount of PDGFRα and PDGFRβ immunofluorescent co-staining, scale bars 50 μm. **(D)** Real-time PCR analysis of select genes in Lin^−^: CD31^−^ : CD34^+^ : PDGFRα^+^ and PDGFRβ^+^ sorted cells form eWAT depot in 24-wk LFD and HFD feed mice (n = 4). All values are expressed as means ± SEM; statistical test *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure S3.**
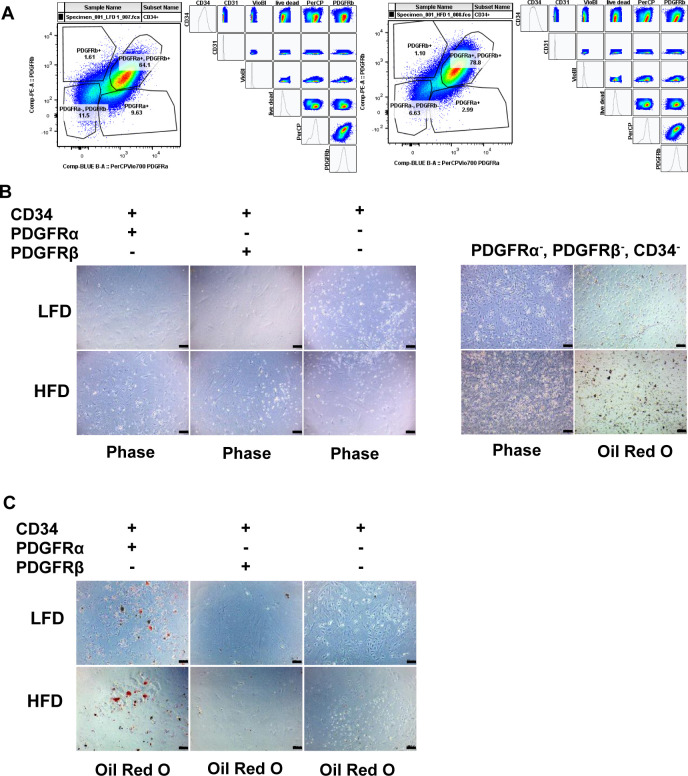
Early progenitor cells express both platelet-derived growth factor receptor (PDGFR)α and PDGFRβ and expand in mice fed a high-fat diet. **(A)** Representative flow cytometry gating strategy for Lin^−^ : Cd31^−^ : Cd34^+^ and either Pdgfrα^+^ or Pdgfrβ^+^ or double positive cells in both low-fat diet and high-fat diet SVF from eWAT. **(B)** Representative images of non-differentiated Lin^−^ : Cd31^−^ : Cd34^+^ and either Pdgfra^+^ or Pdgfrb^+^, double positive or negative sorted cells. **(C)** Representative images of Oil Red O staining of differentiated Lin^−^ : Cd31^−^ : Cd34^+^ and either Pdgfrα^+^ or Pdgfrβ^+^, double positive or negative sorted cells, scale bars 100 μm.

### CD9^+^ macrophages communicate with PDGFRα and PDGFRβ progenitor cells through the production of osteopontin

Cellular communication has been implicated in tissue homeostasis and disease (Kahn et al, 2019). Adipose tissue is organized into functional niches where cells communicate via physical interactions, metabolite exchange, and via ligand–receptor interactions, forming cellular networks (Estève et al, 2019). To identity how cellular changes in the fibrotic stroma affect ECM production by MSC1, we computationally analyzed intercellular communication between all identified clusters and MSC1. We used NicheNet to predict potential ligands secreted by each identified cluster cell population (sender cells) that can influence regulation of differentially expressed genes in the MSC1 population (receiver cell) (Browaeys et al, 2020). Ligands secreted by “sender” cells were first matched with potential receptors expressed in MSC1 (Fig S4A). 

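NicheNet was not repeated. Pooled counts of 15 receptor genes were taken in MSC1-like cells, where on HFD they ranged from 12.5 CPM for Nrp2 to 278 CPM for Tgfbr2 and for Tnfrsf1a.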

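In MSC1-like cells 9 of 15 receptor genes had more CPM on HFD and 6 had less. The interval of the ratio left out 1 for 4 of the higher genes. These were Tgfbr2 (186 to 278 CPM, ratio 1.49, 1.09 to 2.06), Cd44 (28.4 to 71.0 CPM, 2.50, 1.17 to 5.92), Tnfrsf1a (139 to 278 CPM, 2.00, 1.41 to 2.88) and Il1r1 (72.7 to 194 CPM, 2.67, 1.68 to 4.42). Among the lower genes it left out 1 for Tgfbr3 (366 to 221 CPM, 0.604, 0.460 to 0.793).

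The interval held 1 for Bmpr2 (1.46), Bmpr1a (1.49), Acvr1 (1.72), Itgb5 (1.14) and Adipor1 (1.32), and for Tgfbr1 (0.897), Itga5 (0.842), Fgfr1 (0.739), Nrp2 (0.794) and Il6ra (0.625). In the unfiltered set 9 were higher and 6 lower, but Bmpr2 (0.831) and Itgb5 (0.871) had moved below 1 and Tgfbr1 (1.26) and Itga5 (1.16) above it. There 7 intervals left out 1, with 4 genes higher and 3 lower (Tgfbr3, Fgfr1 and Il6ra). Il1r1 stands for the receptor written as Il1ra in the paper.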

The receptors for the top predicted ligands included Bmpr2, Bmpr1a, Acvr1, Tgfbr1, Tgfbr2, Tgfbr3, Cd44, Itgb5, Itga5, Tnfrsf1a, Fgfr1, Nrp2, Il6ra, Adipor1, and Il1ra were all up-regulated in the “receiver” cell. 

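Differential expression in sender cells needs replicates that 1 library per diet does not give, so the selection of ligands by significance was not repeated. The possible senders among the filtered cells were 55 LFD and 83 HFD macrophage-like cells, 5 and 25 monocyte-like cells, 6 and 21 dendritic-like cells, 53 and 21 T/NK-like cells, and 59 and 72 MSC2-like cells. A few UMIs in the small LFD groups set how far a ratio can be resolved.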

Only ligands significantly up-regulated by HFD feeding in “sender” cells were selected for further analysis (Fig 4A). The resulting list of ligands was then incorporated with intracellular signaling up-regulated by HFD in the receiver cell population (Fig S4B). Interestingly, many ligands identified affected pathways related to ECM and inflammatory genes. Finally, ligand activities were ranked using a NicheNet-generated Pearson correlation coefficient indicating the correlation between the target genes of a given ligand and the list of differentially expressed target genes in the “receiver” cell (Fig 4B). Among the identified ligands were Tgfb1, Bmp2, Tnf, Il6, and Il1b, all of which have been previously implicated in adipose tissue fibrosis. 

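In macrophage-like cells Tgfb1 (ENSMUSG00000002603, GRCm38 chromosome 7, 25687002 to 25705077) went from 369 CPM on LFD (302 to 448) to 282 CPM on HFD (236 to 334). Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) went from 167 CPM (123 to 222) to 362 CPM (310 to 421). Its share of thinned cells did not follow (19.1 and 15.9%), so no order is read from the shares. Thinning left out 8 LFD and 1 HFD cells. Il1b rose from 53.3 CPM (29.8 to 87.9) to 740 CPM (664 to 822), and was higher on HFD in monocyte-like (670 to 1775 CPM) and dendritic-like cells (506 to 1250 CPM) too.

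Bmp2 had 12 and 8 UMIs in macrophage-like cells (ratio 0.398, 0.141 to 1.06) and Il6 had 14 and 13 (0.554, 0.240 to 1.27). Il6 was higher in MSC1-like cells, at 167 CPM on LFD (125 to 219) and 301 CPM on HFD (254 to 354). Among the log2 ratios of this group that of Il1b moved most, from 3.80 to 2.08 when the unfiltered set was clustered without the marker genes.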

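Spp1 (ENSMUSG00000029304, GRCm38 chromosome 5, 104435118 to 104441050) had 3 UMIs in the filtered LFD cells and 38 in the filtered HFD cells. In macrophage-like cells there were none in 55 LFD cells (up to 13.1 CPM) and 10 UMIs in 7 of 83 HFD cells (21.2 CPM, 10.2 to 39.0). The LFD UMIs came from 2 of 6 dendritic-like cells (69.1 CPM, 14.2 to 202), and on HFD these cells had 24 UMIs (155 CPM, 99.6 to 231). The remaining 4 HFD UMIs lay in 1 monocyte-like cell. The unfiltered set held 7 Spp1 UMIs on LFD and 199 on HFD.

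As a share, 8.43% of HFD macrophage-like cells had Spp1 (3.46 to 16.6%), and 1.22% after thinning, which kept 82 of 83. The LFD share of 0 can hide up to 5.45%.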

Differential gene expression showed that only Spp1 (OPN; Osteopontin) was exclusively up-regulated by HFD (Figs 4C and S4C). 

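Cd9 (ENSMUSG00000030342, GRCm38 chromosome 6, 125460266 to 125494791) had 1 UMI in LFD macrophage-like cells (3.55 CPM) and 96 UMIs in HFD ones (203 CPM, 165 to 248), a ratio of 57.3 (10.0 to 2286). It was seen in 1 of 55 LFD cells and in 36.1% of HFD cells (25.9 to 47.4%), or 14.6% after thinning. Cd9 is no macrophage-specific gene, with 543 CPM on LFD and 654 CPM on HFD in MSC1-like cells. In the main setting no CD9-like subpopulation came out of the filtered cells. Without integration, 65 of them (7 LFD and 58 HFD) formed 1, and at resolution 1.5 there was 1 of 3 HFD cells.

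A CD9-like subpopulation of 74 cells was found in the unfiltered set, 5 from LFD and 69 from HFD. Without an upper limit on genes per cell there was 1 of 70 cells, 13 from LFD and 57 from HFD. With most cells from 1 library, it cannot be separated from a property of that library. Its HFD cells had 126 Spp1 UMIs in 28 of 69 cells (103 CPM, 85.8 to 123), out of 131 in all HFD macrophage-like cells. Of these 131 UMIs, 36 lay in 1 cell, which the counting interval does not allow for. Neither Cd9 nor Spp1 was used to name the CD9-like subpopulation. Of HFD macrophage-like cells with a Cd9 UMI, 30 of 112 had Spp1 (26.8%, 18.9 to 36.0%) at a median of 8862 UMIs, against 3 of 184 without Cd9 (1.63%) at a median of 6460.5 UMIs. In the filtered cells these were 4 of 30 (13.3%, 3.76 to 30.7%) and 3 of 53 (5.66%, 1.18 to 15.7%), with overlapping intervals. Immunostaining is outside these data.

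**Figure D2:**
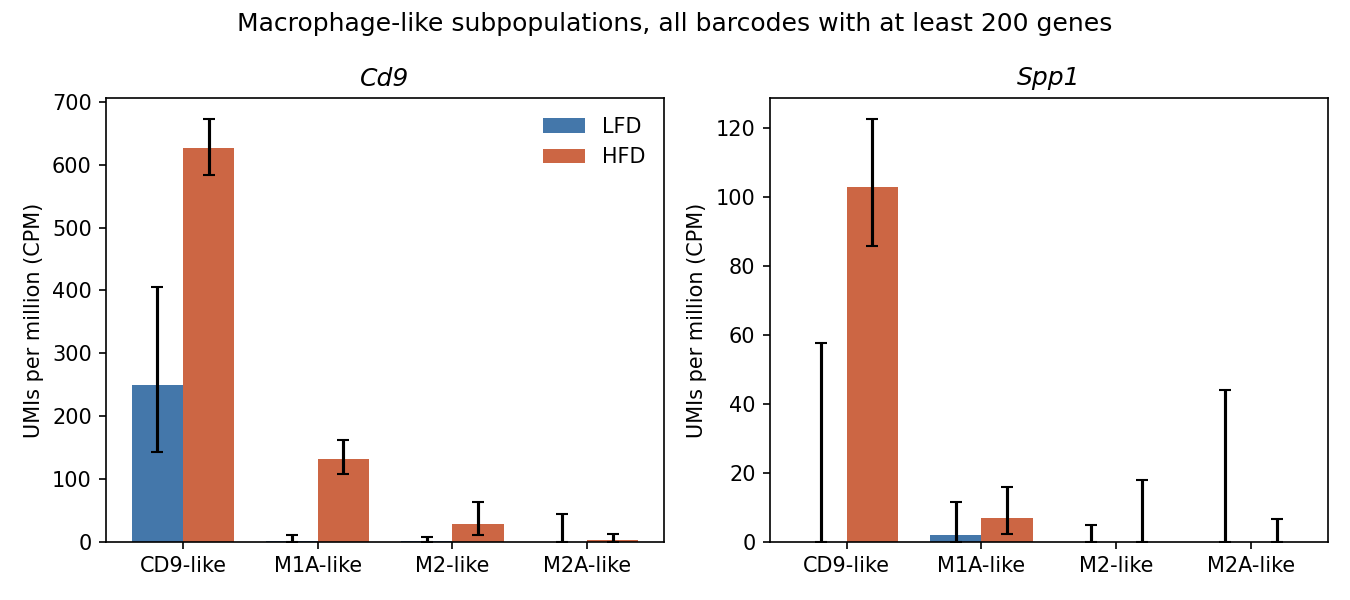
CPM of Cd9 (left) and Spp1 (right) in 4 macrophage-like subpopulations from the unfiltered set, by diet, with 1 library per diet; bars are pooled UMIs and lines the exact Poisson 95% interval for counting error. On HFD the CD9-like cells stand at 626 CPM for Cd9 and 103 CPM for Spp1, and the M1A-like cells at 132 and 6.83 CPM.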

Gene expression and immunostaining showed that OPN was secreted by a subpopulation of CD9^+^ macrophages appearing in the obese state (Fig 4C–E). This macrophage population also expressed Tgfb1 and Tnfa (Fig S4C). These results demonstrate that a new population of CD9-positive macrophages emerge under HFD and likely alter the gene expression profile of MSC1 cells through the secretion of several proteins most notably Opn.

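In the HFD cells of the CD9-like subpopulation Tgfb1 had 292 CPM (262 to 324), with UMIs in 97.1% of cells, and Tnf had 272 CPM (244 to 303), with UMIs in 88.4%. Tgfb1 was at a similar level in the other HFD subpopulations, at 261 CPM in M1A-like, 250 in M2A-like and 307 in M2-like cells. Tnf was higher in M1A-like cells (360 CPM) and lower in M2-like (102 CPM) and M2A-like cells (74.4 CPM).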

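The paper places osteopontin in CD9-positive macrophages of obese mice by gene expression and immunostaining, and proposes that these cells alter MSC1 cells. When the unfiltered set was clustered without the marker genes, CD9-like cells were 4 of the LFD and 62 of the HFD macrophage-like cells (log2 ratio of shares 3.58, 2.14 to 5.02). The stated filter had left out 88.4% of the 69 HFD cells, with 49 of them over 2500 genes and 51 at 5% mitochondrial UMIs or more. Their median was 11886 UMIs. Effects on MSC1 cells were not measured in these libraries beyond the diet differences in MSC1-like cells.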

**Figure S4.**
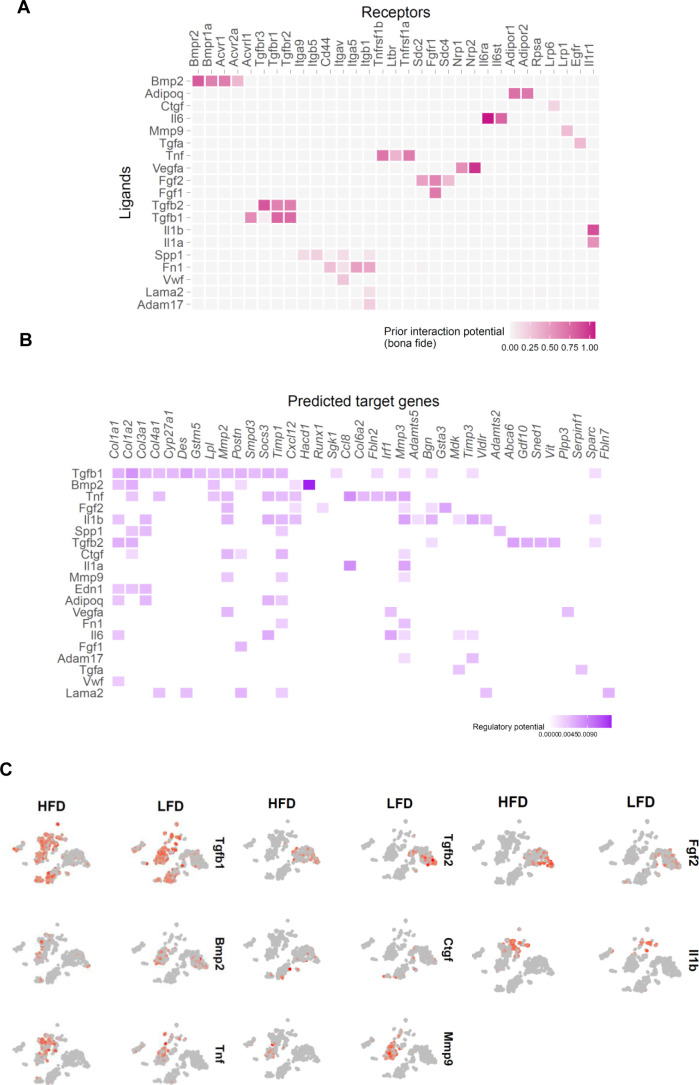
CD9^+^ macrophages communicate with platelet-derived growth factor receptor α and platelet-derived growth factor receptor β progenitor cells through the secretion of osteopontin. **(A)** Ligand–target matrix denoting the regulatory potential between all clusters ligands (Sender cells) and target receptors from the MSC1 cluster (Receiver cells). **(B)** Ligand–target matrix denoting the regulatory potential between all clusters ligands (Sender cells) and target genes from the MSC1 cluster (Receiver cells). **(C)** t-SNE expression plots of secreted proteins.

**Figure 4.**
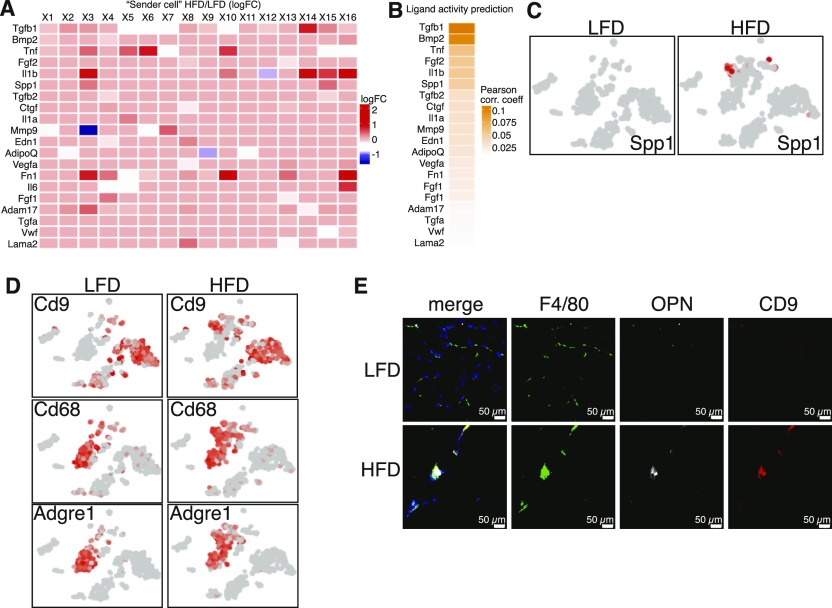
CD9^+^ macrophages communicate with platelet-derived growth factor receptor α and platelet-derived growth factor receptor β progenitor cells through the secretion of osteopontin. **(A)** “Sender” cells differentially express potential pan-ligands a cross each cluster between low-fat diet (LFD) and high-fat diet (HFD) eWAT. Ligand-cell pairings indicate cell types in which the corresponding ligand is significantly differentially five expressed in HFD with adjusted *P* < 0.05. Average natural log fold change (ratio of HFD to LFD expression) is shown in the blue-red color scale. **(B)** Ligand activity prediction ranked by Pearson correlation coefficient (orange color scale). **(C)** t-SNE expression plots of osteopontin (Spp1). **(D)** t-SNE expression plots of select macrophages markers and Cd9. **(E)** Representative image of F4/80, OPN, and CD9 immunofluorescent co-staining in 24-wk LFD and HFD feed mice, scale bars 50 μm.

### Accumulation of senescent CD9^+^ macrophages in HFD WAT

To further characterize the macrophage populations, we first re-clustered all macrophage populations identified by scRNAseq resulting in five distinct subpopulations (Fig 5A). 

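Re-clustering used the settings for all cells, since the paper gives none for this step. The 138 filtered macrophage-like cells split into 2 subpopulations, M2-like with 79 cells and M1A-like with 59. The unfiltered set gave 518 macrophage-like cells in 4 subpopulations, with 204 M1A-like, 138 M2-like, 102 M2A-like and 74 CD9-like cells. No setting gave 5. Adding the monocyte-like cells to the filtered set gave 2, and resolution 1.5 gave 24. The log2 ratio of this group that moved most between settings was that of Cd9 in macrophage-like cells, where 5.84 became 3.35 without an upper limit on genes per cell.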

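Several genes that name the macrophage subpopulations differed more than 2-fold between diets (4 of 13 for M2-like and 2 of 4 for M1A-like cells), so their sizes were compared in clusterings made without the marker genes. In the filtered cells M2-like cells fell relative to other macrophage-like cells on HFD (log2 ratio of shares -0.70, -1.05 to -0.35). The other subpopulation stayed unnamed there and rose (1.47, 0.60 to 2.34). In the unfiltered set M2-like cells fell (-0.63, -0.91 to -0.35), M1A-like cells kept their share (0.00, -0.29 to 0.30) and the CD9-like cells rose. This clustering had no M2A-like cells, and its M2-like cluster had 228 cells against 138 with the marker genes. With them, M2A-like cells went from 9.46% of LFD to 27.4% of HFD macrophage-like cells (1.53, 0.89 to 2.18), although 1 of 4 of their naming genes differed more than 2-fold between diets. LFD cells were present in every subpopulation of that set.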

Interestingly, three populations were enriched under HFD, whereas only two populations were identified under LFD. 

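M1A-like cells, named by Ccr2, Tnip3, Cxcl2 and Ccl4, held 13 LFD and 46 HFD cells. M2A-like cells, named by Ccl8, C4b, Wfdc17 and Rnase2a, appeared only in the unfiltered set. Among genes free of the naming, Lpl rose in macrophage-like cells from 263 to 1615 CPM (ratio 6.14, 4.83 to 7.91) and Cxcl1 from 71.1 to 897 CPM (12.6, 8.07 to 20.9). The size of both rises depended on the setting. On the log2 scale the lowest value was 2.10 for Lpl, against 2.62 here, and 2.27 for Cxcl1, against 3.66. Cd36 went from 988 to 778 CPM (0.788, 0.672 to 0.924), a direction that reversed in the unfiltered set.

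By the fixed rule, the largest rises in macrophage-like cells were those of Cd9, the naming genes Atp6v0d2 and Fabp5, Hilpda (17.9-fold, 6.81 to 66.8) and Sowahc (16.4-fold, 4.33 to 139). The largest falls were those of Lyz1 (0.136, 0.104 to 0.177), Cd209b (0.156), Fbxl18 (0.163) and the naming genes Mmp9 and Cd209g. These lists also depended on the cells let in. In the unfiltered set the largest rises were those of F7, Pcdh7, Cdk18, Birc5 and Serpinb6b, each with 0 UMIs on LFD. The largest falls there were those of Cxcl9, Iigp1, Mmp9, Siglech and Pla2g2d, of which only Mmp9 was shared. Lipid handling genes as a list, which here keeps naming genes such as Fabp5, had a median log2 ratio of 0.94 (percentile 100), with 7 of 10 above 0.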

Differential expression and annotation of these macrophages uncovered that two of the subpopulations identified under HFD were either M1-like or M2-like metabolically activated macrophages (Figs 5A and S5A). Whereas M1-like and M2-like macrophages Go terms showed an enrichment of canonical macrophages polarization pathways, Go terms for activated macrophages were enriched with ribosomal biosynthesis and assembly suggesting that HFD has a strong effect on protein translation rather than gene expression (Fig S5B–E). 

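Ribosomal protein UMIs took 10.1% of UMIs in M1A-like and 8.47% in M2-like cells. In M1A-like cells they were 7.99% on LFD and 10.6% on HFD, and in M2-like cells 8.11 and 8.86%. As a list, ribosomal proteins had a median log2 ratio of 0.29 for M1A-like over M2-like cells (percentile 91.8), and 0.22 (percentile 99.9) for M1A-like over the other subpopulations of the unfiltered set. M2A-like cells went the other way, with -0.38 (percentile 0.04). Between diets, macrophage-like cells had a ribosomal median of 0.29 (percentile 98.0), with 53 of 60 genes above 0. The paper proposes from such terms an effect on protein translation, which RNA counts do not measure.

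Other lists separated the subpopulations as well. Secretory senescence factors were higher in M1A-like cells (0.87, percentile 99.5) and phagocytosis receptors in M2-like cells (1.16, percentile 99.9). In the unfiltered set each subpopulation was compared with the other 3. Secretory senescence factors were low in M2-like (-2.48, percentile 0.00) and M2A-like cells (-2.20) and high in CD9-like cells (1.41), with M1A-like cells at -0.095 (percentile 35.3). Phagocytosis receptors stood at 0.12 (percentile 75.7) in M2-like cells.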

Go terms enriched in CD9 macrophages were primarily associated with lipid metabolism and extracellular organization (Fig 5B). 

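In CD9-like over other macrophage-like cells of the unfiltered set, lipid handling genes had a median log2 ratio of 1.79 (percentile 99.99), with 7 of 9 above 0. On HFD these cells had 3658 CPM of Lpl (3551 to 3767) and 1896 CPM of Cd36 (1819 to 1974), against 1279 and 665 CPM in M1A-like cells. Collagens had a median of 5.01 (percentile 100, 6 genes), but 3 cells held 82.7% of the 677 collagen UMIs of the HFD CD9-like cells. Without those cells the collagen median was 3.79 from 3 genes and the lipid handling median 1.84. Ribosomal proteins (0.22, percentile 86.1) and phagocytosis receptors (-0.04, percentile 24.5) lay within the random lists.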

Previous work showed that CD11c expression is a hallmark of inflammatory phenotype in adipose tissue macrophages (Lumeng et al, 2007). We designed a flow cytometry panel that distinguishes between populations enriched in CD11b, CD11c, and CD9 macrophages. In concordance with previous reports, HFD induced a shift toward a CD11c^+^ phenotype (Figs 5C and S5F) (Lumeng et al, 2007). To our surprise, we found a strong enrichment of CD11c^+^/CD9^+^ macrophages, whereas CD11c^+^ and CD11c^−^ macrophages were reduced by HFD (Figs 5C and D and S5F). Consistent with our scRNAseq data, gene expression profiling of sorted macrophages showed that the CD9^+^ population express markers including Cd9, Spp1, Lpl, and Cd36 and the cytokines Il1b and Cxcl1 (Fig 5E). These results indicate that CD9^+^ macrophages are a distinct macrophage population enriched in fibrotic stroma.

**Figure 5.**
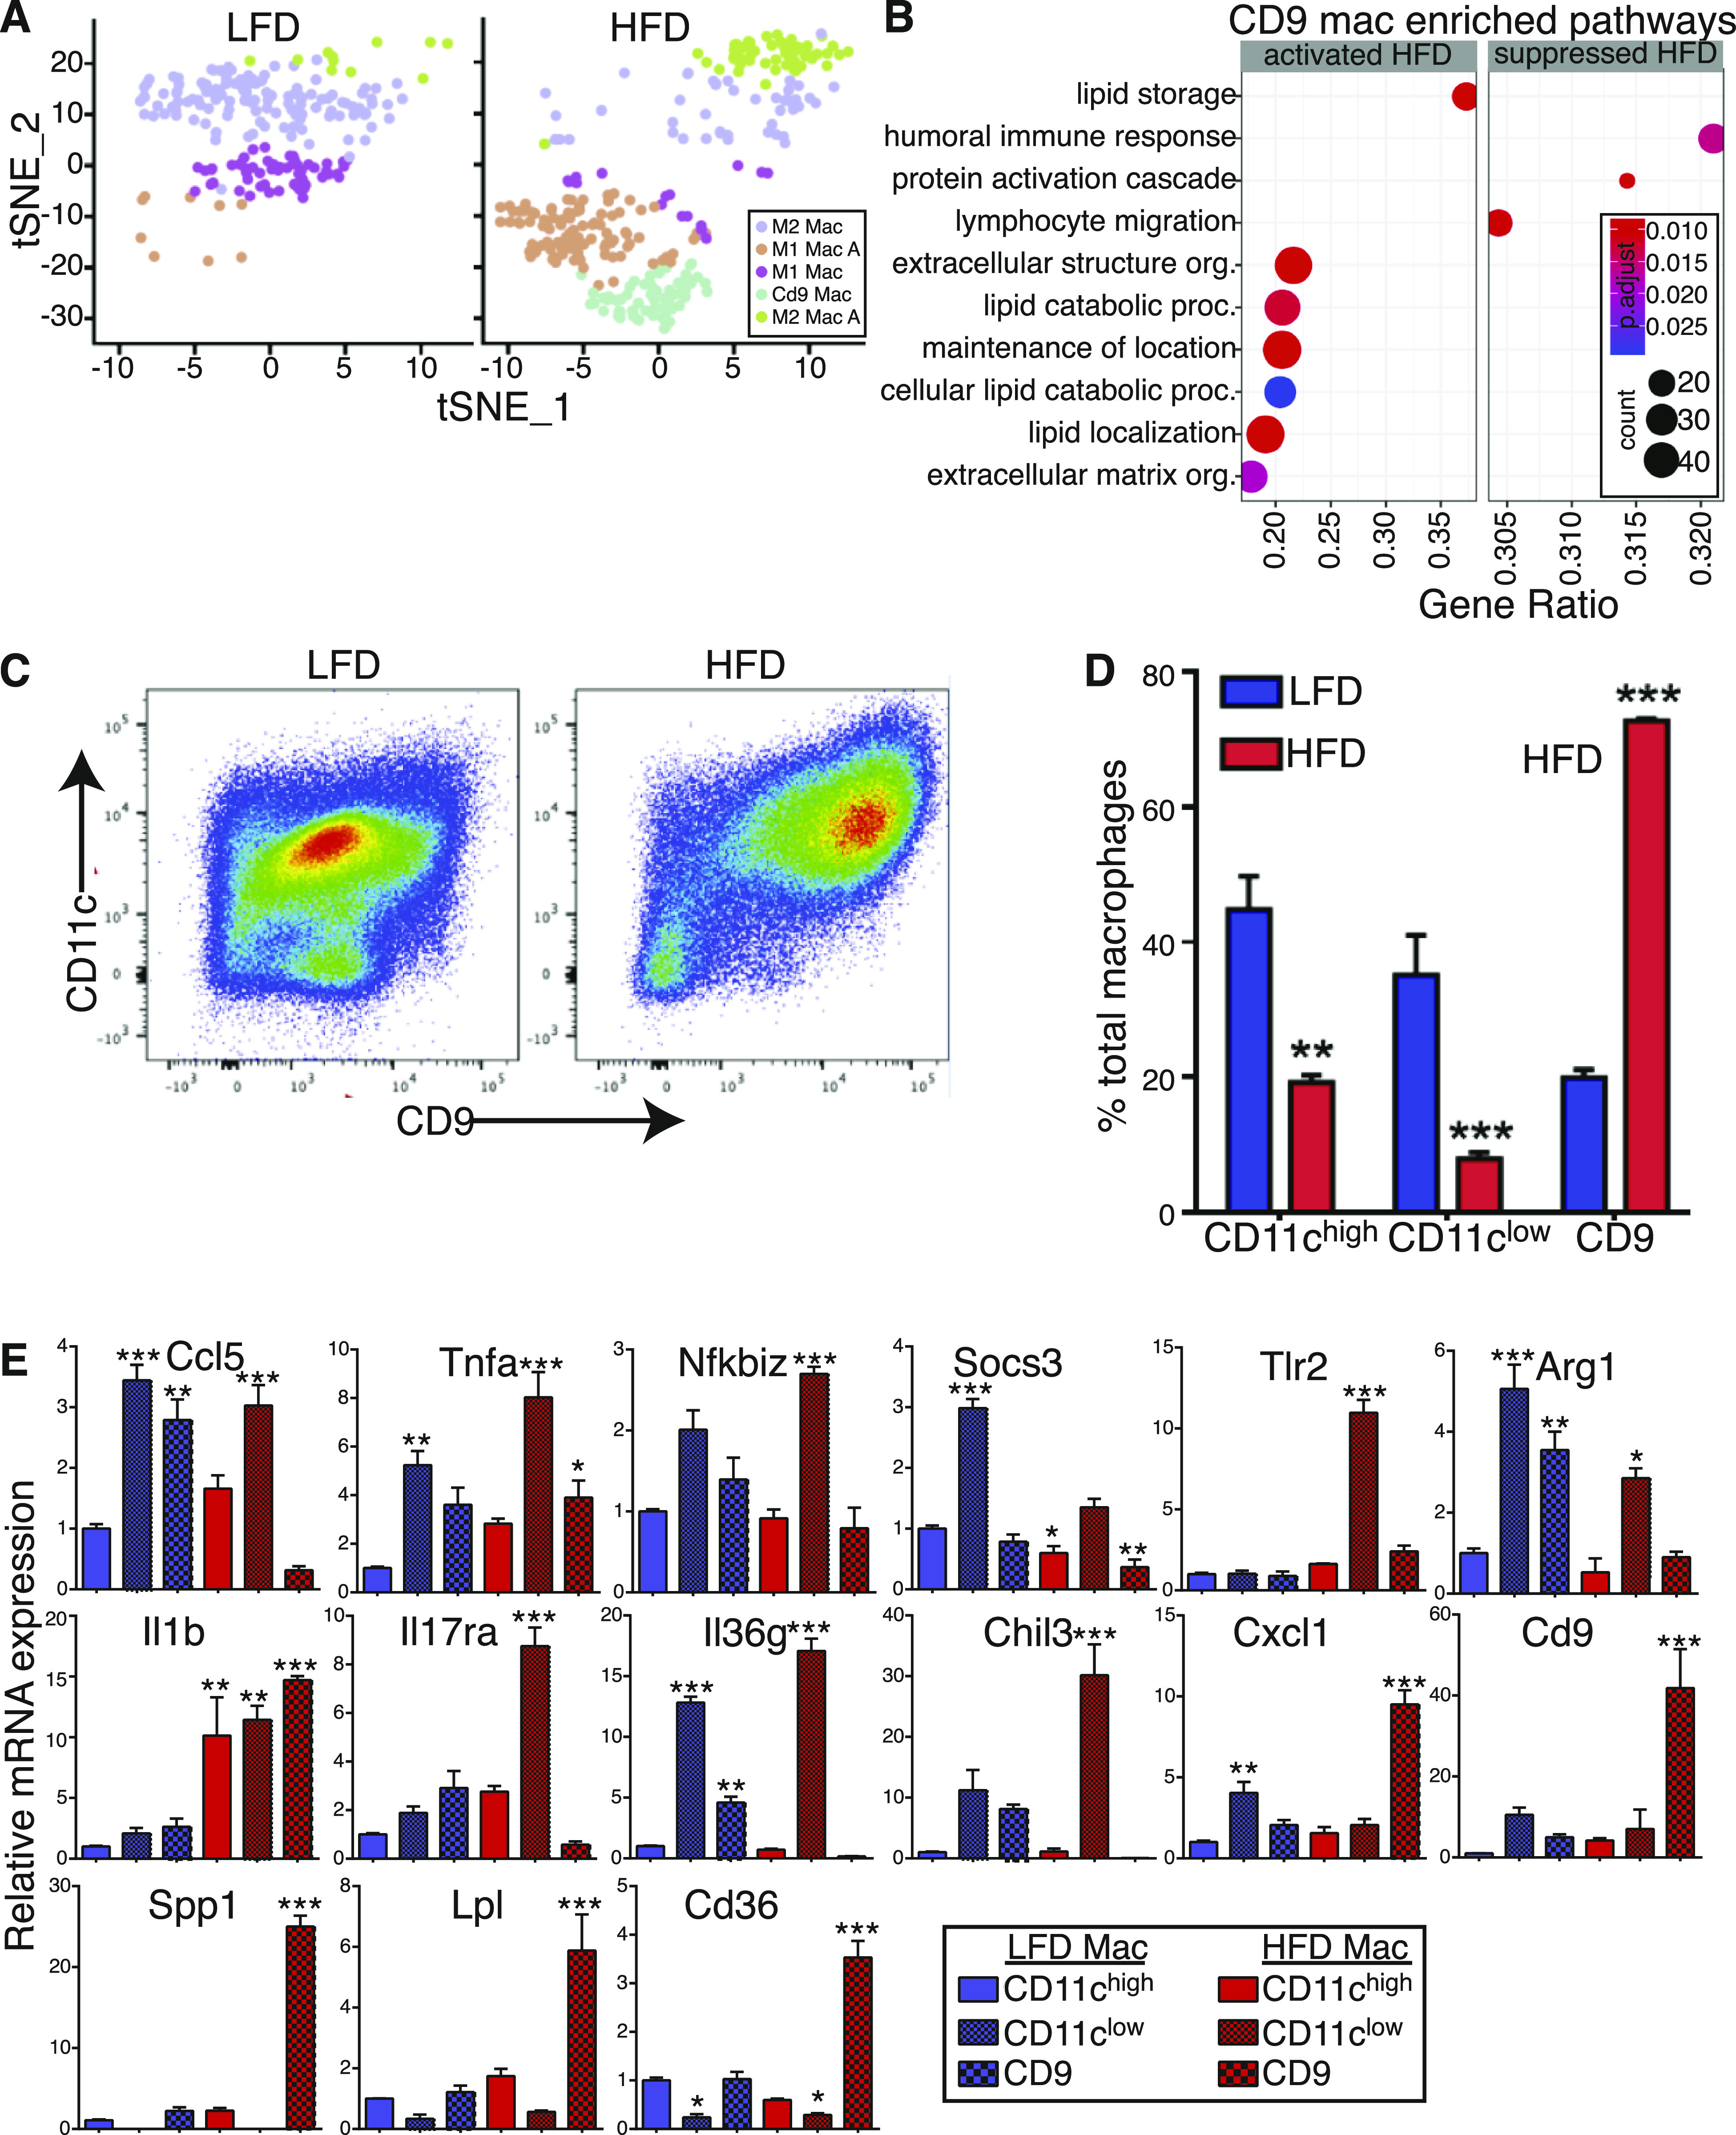
Accumulation of CD9^+^ macrophages in high-fat diet (HFD) white adipose tissue. **(A)** Side-by-side t-SNE plots of macrophages. **(B)** Dot plot of gene ontology (biological process) of activated and suppressed pathways by HFD in CD9 macrophages. **(C)** Representative high scatter dot plot images of flow cytometry showing the appearance of CD11c, CD9 population in HFD. **(D)** Quantification of frequency of macrophages populations in the eWAT depot from 24-wk low-fat diet and HFD feed mice performed by flow cytometry (n = 8). **(E)** Real-time PCR analysis of select genes in sorted macrophages form eWAT depot in 24-wk low-fat diet and HFD feed mice.

**Figure S5.**
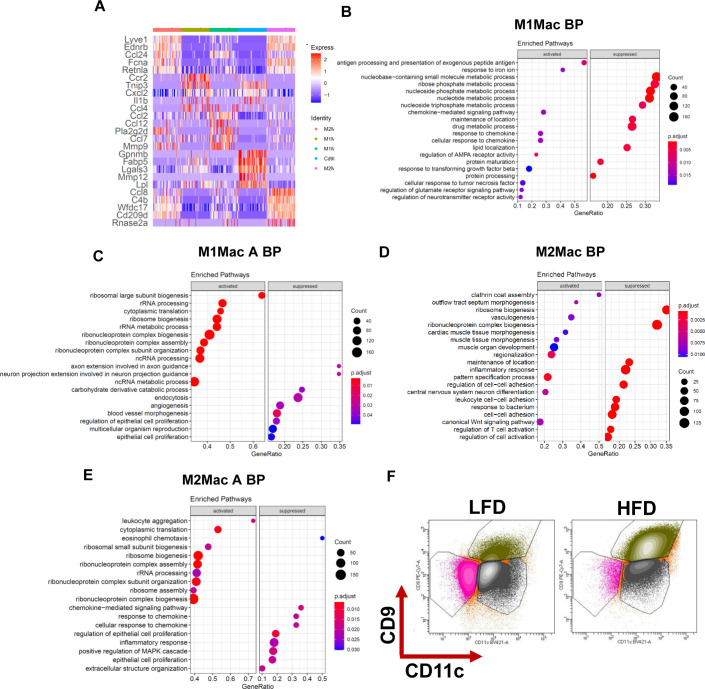
Accumulation of CD9^+^ macrophages in high-fat diet WAT. **(A)** Heatmap of top 5 markers gene differentially expressed in macrophages. **(B, C, D, E, F)** Dot plot of gene ontology (molecular function) of activated and suppressed pathways in (B) M1 macrophages (C) M1 activated macrophages (D) M2 macrophages (E) M2 activated macrophages (F) Representative high scatter dot plot images of flow cytometry gating strategy of CD11c, CD9 macrophage population.

Evaluation of the phagocytic capacity of the macrophages showed that it was severely blunted by HFD (Figs 6A and S6A and B). Because loss of function and secretion of proteins such as OPN and IL1b are associated with senescent cells, we performed senescence-associated β galactosidase (SA-βgal) staining of freshly isolated eWAT sections from mice under LFD or HFD for 24 wk. All cells in CLSs were positive for SA-βgal staining suggesting HFD led to senescence of macrophages (Fig 6B). To further characterize the senescent macrophages in direct response to obesity, eWAT sections from mice fed either LFD or HFD for 8, 20, and 34 wk were identified with the macrophage marker Mac2, and co-stained with antibodies against p16 and p21 (Fig 6C). Mac2+ cells in the CLS of HFD sections expressed both p16 and p21 (Fig 6C). These cells were not observed in sections from mice on LFD. Altogether, these experiments demonstrate that the CD9^+^ macrophages that accumulate during obesity are senescent cells that exhibit less phagocytic capacity and have a high level of secretory capacity.

**Figure 6.**
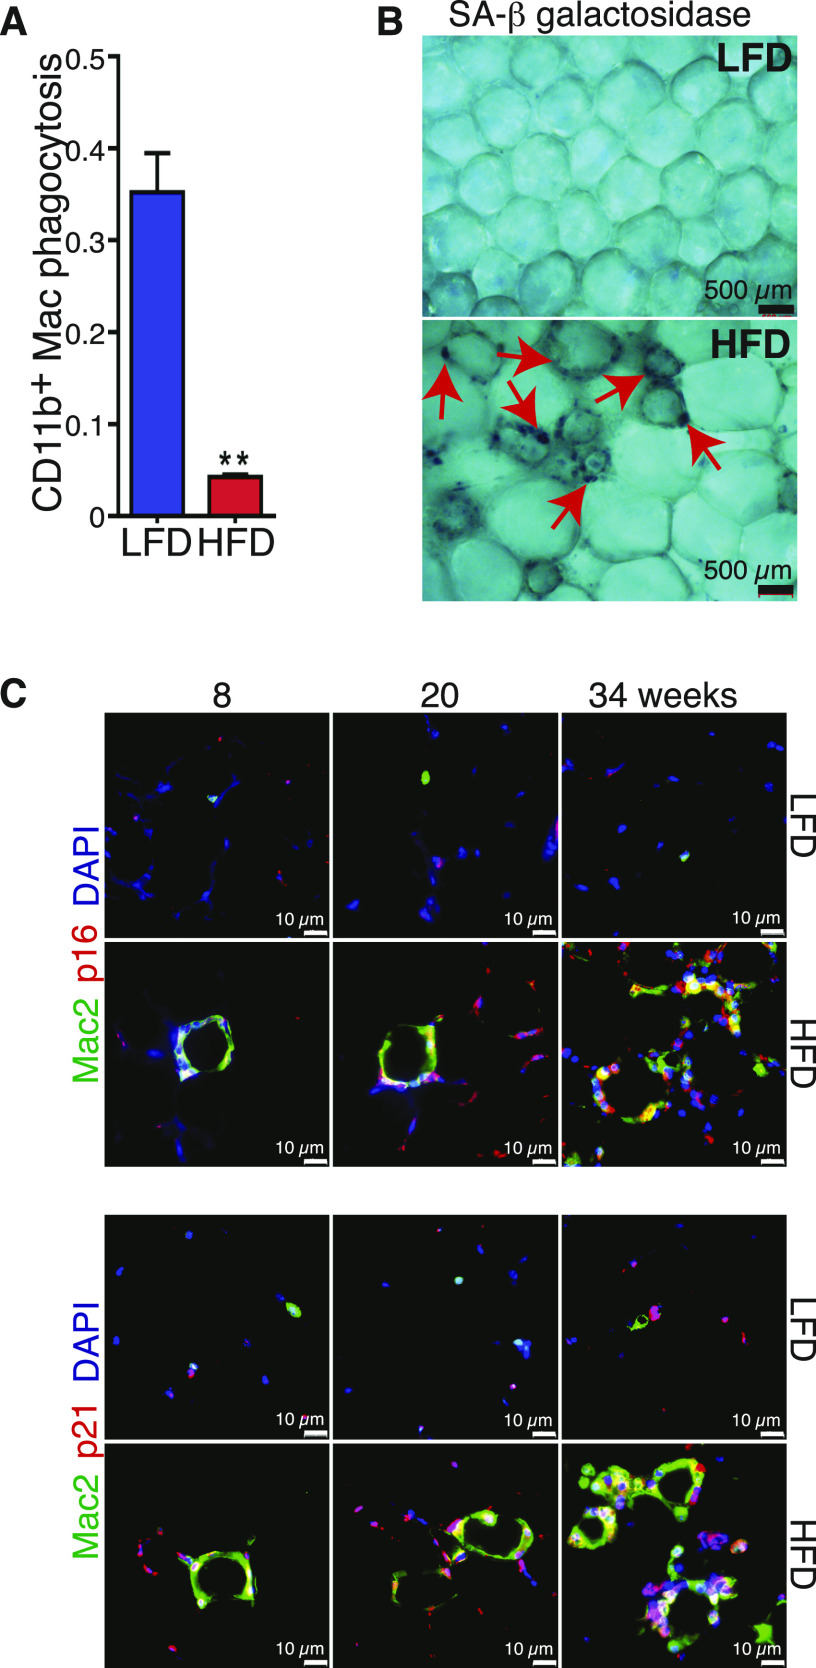
CD9^+^ macrophages are senescent cells. **(A)** Quantification of macrophages in the eWAT depot from 24-wk low-fat diet (LFD) and high-fat diet (HFD) feed mice phagocytic capacity measured by flow cytometry (n = 8). **(B)** Senescence-associated (SA) b gal staining in fresh isolated eWAT from 24-wk LFD and HFD feed mice, scale bars 500 μm. **(C)** Representative image of Mac-2, P16, and P21 immunofluorescent co-staining in 8, 20 and 34-wk LFD and HFD feed mice, scale bars 10 μm. Data are presented as mean ± SEM. *P*-values*P < 0.05, **P < 0.01, ***P < 0.001.

**Figure S6.**
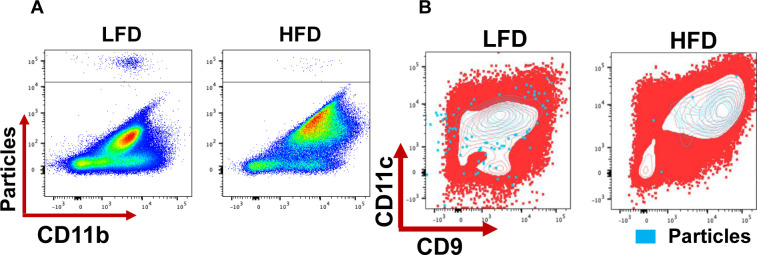
CD9^+^ macrophages are senescent cells. **(A)** Representative scatter dot plot images of flow cytometry showing the macrophages phagocytic capacity after 30 min incubation. **(B)** Representative scatter dot plot images of flow cytometry showing an overlay of phagocytic cells over all Cd11b+ cells.

### Osteopontin produced by CD9^+^ macrophages cooperates with PDGF-BB to stimulate progenitor cell proliferation and inhibit adipogenesis

We next evaluated the role of OPN in the regulation of progenitor cells. CD34^+^ cells were isolated from CD45 depleted SVC fraction using anti-CD34^+^ Miltenyi beads and cultured in black, flat-bottom 96-well plates for proliferation, and differentiation assays. Because both Pdgfrα and Pdgfrβ were highly expressed in the CD34^+^ population, we also treated the cells with PDGF-BB; which activates all Pdgfrα and Pdgfrβ homo and heterodimers (Chen PH et al, 2013; Donovan J et al, 2013); in combination with OPN. We found that treatment with OPN or PDGF-BB alone augmented the proliferation potential of progenitor cells. This effect was further enhanced when cells were treated with a combination of both proteins, suggesting a synergic action of OPN and PDGF-BB (Figs 7A and S7). Interestingly, OPN treatment increased the expression of ECM genes including Aebp1/ACLP, Col1a1, and Col3a1 and MSC1 markers such as Col15a1, Pdgfra, and Pi16 (Fig 7B). Combined treatment with OPN and PDGF-BB enhanced expression of these markers as well as the proliferation marker Mki67 while reducing cell cycle inhibitors P16 and P19 expression (Fig 7C). Moreover, whereas OPN and PDGF-BB treatment alone had a slight effect on the adipogenic capacity of progenitor cells, combined treatment completely blocked the adipogenesis induced by the adipogenic cocktail (Fig 7D). Finally, whole mount histological examination of eWAT revealed a substantial infiltration of Opn^+^ cells intercalated between mature adipocytes in HFD mice (Fig 7E). Close examination of the PDGFRα and PDGFRβ co-expression showed an accumulation of double positive cells in the eWAT from HFD fed mice (Fig 7F). These results demonstrate that the synergic action of OPN and PDGF-BB led to increased proliferative capacity, inhibited adipogenesis, and activated fibrogenic programs within the progenitor cells mimicking the effect of HFD in vivo. In addition, OPN and PDGF-BB co-treatment maintained the progenitor phenotype of the cells contributing to accumulation of non-differentiated ECM-producing progenitors in eWAT from obese mice.

**Figure 7.**
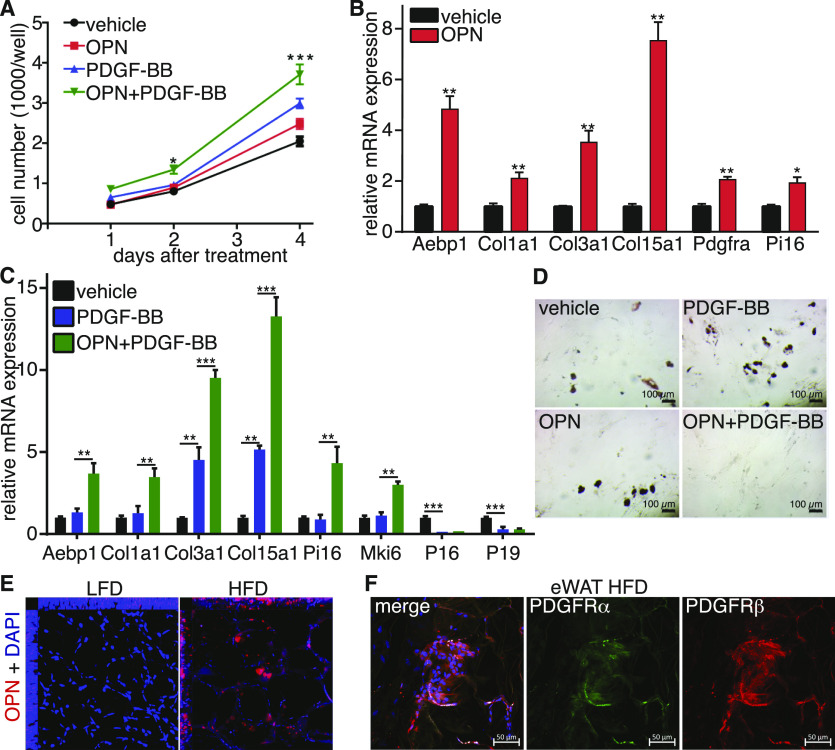
Osteopontin secreted by CD9^+^ macrophages cooperate with PDGF-BB to stimulate progenitor cell proliferation and inhibit adipogenesis. **(A)** Quantification of cellular proliferation assay (n = 6). **(B)** Real-time PCR analysis of select genes in sorted progenitor cells treated with OPN or vehicle for 2 d. **(C)** Real-time PCR analysis of select genes in sorted progenitor cells treated with PDGF-BB alone, combined with OPN or vehicle for 2 d (n = 4). **(D)** Representative images of Oil Red O staining of in vitro differentiated progenitor cells treated with OPN, PDGF-BB, a combination of the two or vehicle for 2 d (n = 4), scale bars 100 μm. **(E)** Orthogonal view of z-stack images of whole mount immunostaining of OPN. **(F)** Representative image of whole mount of platelet-derived growth factor receptor α and platelet-derived growth factor receptor β immunofluorescent co-staining in eWAT for 24-wk high-fat diet feed mice, scale bars 50 μm. Data are presented as mean ± SEM. *P*-values. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure S7.**
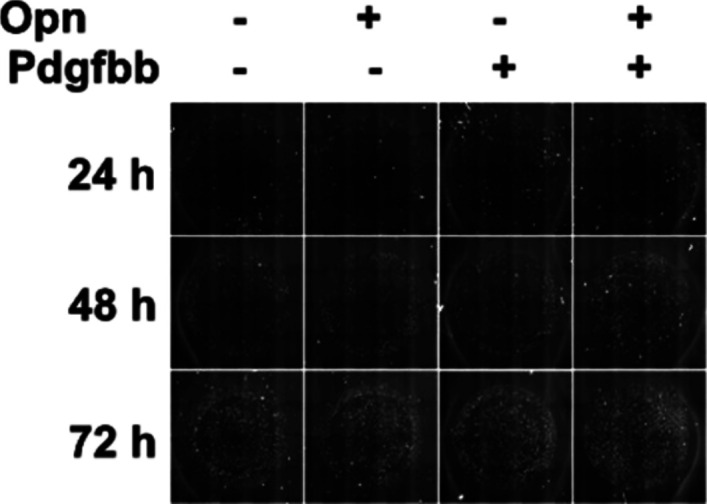
Osteopontin secreted by CD9^+^ macrophages cooperate with PDGF-BB to stimulate progenitor cell proliferation and inhibit adipogenesis. Representative images of proliferation assay.

## Discussion

Here, we applied scRNAseq to delineate dynamic changes of fibrotic WAT microenvironment and define the fibrotic stroma cellular crosstalk perturbed by diet-induced obesity. We show that obesity leads to the accumulation of βgal+, p16+, p21+ senescent macrophages. Flow cytometry analysis revealed that CD9^+^ macrophages are the major macrophage population in the fibrotic stroma. Previous work showed that those cells are recruited from the bone marrow and proposed as a new macrophage subtype (Hill et al, 2018). Here, we demonstrate that these CD9^+^ macrophages are senescent and lose their phagocytic capacity, which is inconsistent with their purported role to clear dead adipocytes in obese WAT. It is possible though that they transform from a phagocytic to a senescent phenotype as lipid deposition progresses. Macrophage senescence was shown to occur in aging mice (Liu et al, 2019). Moreover, foamy macrophages that accumulate in atherosclerotic plaques also exhibit a senescent profile (Childs et al, 2016). The CD9^+^ macrophages we describe here share some features of senescent foamy macrophages although we did not observe any accumulation of lipids, a hallmark of an atherosclerotic macrophage. PPARγ activation by lipids could be one of the mechanisms promoting the appearance of the senescent phenotype in recruited macrophages. CD9^+^ macrophages have been shown to accumulate and contribute to fibrosis in other tissues such as liver and lung in both human and mice suggesting that those cells maybe a hallmark of chronic scared/fibrotic tissue (Taylor et al, 2000; Ramachandran et al, 2019; Sommerfeld et al, 2019). Whether the senescent phenotype is promoted by chronic low-grade inflammation or lipid spillover during obesity is still unknown. Further studies are needed to investigate mechanisms leading to macrophages senescence.

The unbiased classification and characterization from the single-cell analysis provide distinct phenotypic profiles that were identified through examination of multiple progenitor surface markers. We identified five mesenchymal cell groups including a cluster of committed preadipocytes that spontaneously differentiated to adipocytes in vitro. Our study is consistent with previous investigations that described analogous cell populations in both humans and mice (Burl et al, 2018; Hepler et al, 2018; Schwalie et al, 2018; Merrick et al, 2019). Consistent with Merrick et al (2019), we found that the Pi16+ group represents early progenitors. This cell population gives rise to a second distinct group of cells (MSC1), which exhibited a greater proliferative capacity. The progression involves among other changes, a down-regulation of Col14a and up-regulation of Col15a, Pdgfrα, and Pdgfrβ. The fact that both Pdgfrα and Pdgfrβ are expressed in the MSC1 population suggests that both Pdgfrα and Pdgfrβ lineage tracing models mark to the same cell population (Sun et al, 2020). Recent investigations using Pdgfr mosaic lineage labeling mice support those findings by showing that Pdgfrα and Pdgfrβ expression are important regulators of adipocyte differentiation and down-regulation of Pdgf signaling is critical for adipogenesis (Sun et al, 2020). Our pseudotime analysis revealed that down-regulation of Pdgfrβ and Cd34 is important for MSC1 population to commit to the adipogenic lineage. Indeed, stromal cells deficient in Pdgfrs and CD34 spontaneously differentiated into adipocytes in vitro. Re-expression of Cd34 accompanied with other MSC1 marker genes such as Atf3 and Socs3 may promote the generation of MSC2 cells. We speculate that those cells contribute to the genesis of other stromal cell types including endothelial cells. Previous work showed that adipocytes in white and brown fat depots originate from cells that display endothelial characteristics (Gupta et al, 2012; Tran et al, 2012). Activation of PPARγ leads to progressive loss of endothelial cell characteristics and acquisition of an adipocyte phenotype. MSC2 population expressed adipocytes markers such as Fabp4 and Mgll, suggesting that those cells can give rise to adipocytes under the appropriate signaling. Cells that co-expressed Pdgfrβ and Cd34 without Pdgfrα were few in number and lacked adipogenic capacity. We found that MSC1 population expressed numerous ECM genes when the mice were challenged with HFD, and expressed many markers overlapping with fibroinflammatory precursors (FIPs) described by the Gupta group (Hepler et al, 2018). However, Merrick et al (2019) report that in inguinal depots, the MSC1 population did not exhibit a strong inflammatory component (Merrick et al, 2019). This divergence likely stems from the low abundance of those cells that were enriched using Pdgfrβ mural chaser mice (Hepler et al, 2018).

Our computational analysis of cellular crosstalk in fibrotic stroma identified several secreted ligands for receptors on the MSC1 population. Because we focused on alerted gene expression of secreted proteins altered by diet, other non-affected proteins could be expressed in stroma and were not identified by our approach. We identified several senescence-associated factors, including Opn, TGFβ1, BMP2, TNF, and IL1β in mice subjected to HFD, which are produced by a subpopulation of Cd9+ macrophages. The elevated expression of these factors could directly promote ECM deposition through the activation of the MSC1 progenitor population. We focused our analysis on Opn because it was the only one specifically up-regulated in macrophages by HFD. These findings are consistent with previous reports, which also identified elevated Opn expression by a subpopulation of Cd9+ macrophages in mice subjected to a HFD (Jaitin et al, 2019; Sárvári et al, 2021). We found that OPN enhanced MSC1 proliferation and led to increased expression of ECM genes. Interestingly, Opn deficiency in mice protects against the metabolic complications of diet-induced obesity by reducing the inflammatory status of WAT (Nomiyama et al, 2007). Furthermore, progenitor cells from Opn-deficient mice display an enhanced capacity for differentiating to adipocytes (Moreno-Viedma et al, 2018). Lee et al (2013), identified Opn to be up-regulated by macrophages in inguinal depot after β3-adrenergic receptor (Adrbr3) agonist stimulation (Lee et al, 2013). In concordance with our findings, these authors showed that Opn attracted and induced progenitor cells proliferation. Although Opn promotion of progenitor cell proliferation seems to occur in WAT remodeling induced by both Adrbr3 agonist and high-fat feeding, previous single-cell RNA seq in the browning context did not identify an analogous population of CD9^+^ senescent macrophages (Hepler et al, 2018; Rajbhandari et al, 2019; Rabhi et al, 2020).

In conclusion, we show that obesity induces macrophage senescence and dysfunction. Those cells express a new set of profibrotic secreted factors including OPN, which promote early progenitor cells proliferation and ECM production. Further studies are needed to identify the mechanisms controlling macrophages phenotypic shift and its impact on the overall stroma microenvironment. Macrophages respond to early signs of tissue damage or invading organisms and are poised to stimulate other immune cells to respond when danger signals are phagocytosed (Murray & Wynn, 2011). The senescent phenotype promoted by obesity may alter their ability to restore homeostasis after an injury or an inflammatory reaction and could promote a favorable environment for chronic diseases. In line with this concept, OPN a major protein we found secreted by CD9^+^ senescent macrophages in obese state has been shown to delay resolution of liver fibrosis (Leung et al, 2013). Furthermore, immune cells senescence including macrophages has been implicated in pathogenesis of severe age-related diseases such as Alzheimer’s, diabetes, osteoporosis, atherosclerosis, and cancer (Licastro et al, 2005; Fulop et al, 2010; Jackaman et al, 2017). Our observations may explain the striking similarities between age- and obesity-related pathologies, and provide a conceptual framework for the discovery of rational therapeutic targets for obesity complications.

## Materials and Methods

### Animals

C57BL/6J mice were purchased from The Jackson Laboratory (Jax) and acclimated for 2–5 wk before studies. Mice were housed in a temperature-controlled environment with a 12-h light–dark cycle with ad libitum water and standard chow diet. All animal studies were approved by the Boston University School of Medicine Institutional Animal Care and Use Committee.

### Isolation of eWAT SVCs

Epididymal fat pads were isolated from 24-wk-old, male C57BL/6J mice (#000664; Jax) using the mouse adipose tissue dissociation kit (Miltenyi Biotec). For cell culture, cells were seeded with primary cell culture medium (DMEM/Ham’s F-12 with 10% FBS and 1% pen strep) in wells pre-coated with 1% Matrigel hESC-Qualified Matrix (#354277; Corning). The medium was replenished every 2–3 d. For adipogenesis, cells were incubated in induction medium containing 1 μM dexamethasone, 870 nM insulin, 0.5 mM IBMX, and 1 μM rosiglitazone for 2 d. Cells were maintained in differentiation medium containing the same concentrations of insulin afterwards.

### Proliferation assays

Isolated SVC was resuspended in PBS containing 0.5% (wt/vol) BSA and 2 mM EDTA. Sca1^+^ cells were enriched after CD45^+^ cell depletion using Miltenyi beads according to the manufacturer’s instructions. Isolated cells were seeded at 1,000 cells per well into black, flat-bottomed 96-well plates (#3603; Corning). After 24 h, adherent cells were treated with culture medium containing 3 μg/ml OPN (#120-35; Peprotech), 10 ng/ml PDGF-BB (#100-14B; Peprotech), or both for 24, 48, 72, and 96 h. Cells were washed with PBS and fixed in 4% PFA for 15 min at after treatments. Nuclei were then stained with 1 μg/ml Hoechst 33342 for 10 min, before imaging and counting using Celigo Live Imaging Cytometer (Nexcelom Bioscience).

### FACS

Freshly isolated eWAT SVC were resuspended in FACS buffer (PBS/1% BSA). Samples were blocked with mouse Fc block (1:50; BioLegend) for 5 min and then incubated with antibody mix supplemented brilliant stain buffer (BD Biosciences) and monocyte blocker (BioLegend) for 20 min at 4°C protected from light. The SVC suspension was rinsed three times before sorting and flow cytometry analysis with using BD FACSAria II Cell Sorter (BD Biosciences). Frequencies of each cell type were calculated using FlowJo and data were plotted and compared using Prism 6.0 (GraphPad).

### Phagocytosis assay

Freshly isolated eWAT SVC from 25-wk LFD or HFD feed 20 C57BL/6J were resuspended in DMEM/Ham’s F-12 with 10% FBS and 1% pen strep after red blood cell lysis, then incubated with PC/PS Lipid Microparticles (# P-B1PCPS-2; Echelon Biosciences), at 1:200 ratio for 30 min at 37°C. Cells were then centrifuged at 300*g* for 10 min, washed with FACS Buffer before antibodies staining. Macrophages populations phagocytic capacity was then analyzed in BD FACSAria II Cell Sorter (BD Biosciences). Frequencies of each cell type were calculated using FlowJo and data were plotted and compared using Prism 6.0 (Graphpad).

### Immunofluorescence staining

Paraffin-embedded inguinal adipose tissue 5 μm sections were mounted onto slides, deparaffinized, and rehydrated before performing antigen retrieval. Tissue sections were stained with antibodies overnight at 4°C. After washing with 0.1% tween-20 TBS, the sections were incubated for 1 h at room temperature with fluorophore conjugated secondary antibody. Slides were then washed three times with 0.1% tween-20 TBS at room temperature in the dark. Coverslips were mounted using Prolong gold antifade (Thermo Fisher Scientific). Fluorescent images for all stained adipose tissue sections were captured with an Axio scan Z1 imager (Zeiss) at 20× magnification.

### X-gal staining

Freshly isolated epididymal fat pads were cut into 50-mm chunks and fixed in 2% PFA and 0.5% glutaraldehyde for 15 min. Fixed tissues were washed three times in PBS for 15 min each. X-gal staining was performed by incubating tissues in X-gal working solution (#745-740; Boehringer-Mannheim) overnight at 37°C. X-gal working solution was prepared according to the manufacturer’s instructions. The following day, stained tissues were washed in PBS for 5 min each then imaged.

### Oil Red O staining

Cultured cells were fixed with 4% PFA for 20 min then washed briefly with PBS. Oil Red O staining and quantification of the staining intensity were performed using the Lipid (Oil Red O) Staining Kit (#K580; BioVision) according to the manufacturer’s instructions.

### Real-time PCR

Total RNA was extracted from frozen tissues and cells using TRIzol reagent according to the manufacturer’s instructions. RNA concentrations were determined on NanoDrop spectrophotometer. Total RNA (100 ng to 1 μg) was transcribed to cDNA using Maxima cDNA synthesis (Thermo Fisher Scientific). Quantitative real-time PCR was performed on ABI Via detection system, and relative mRNA levels were calculated using comparative threshold cycle (CT) method. SYBR green primers are listed in Table S2.

Table S2 Key resources table.

### Single-cell RNA sequencing

Cells were prepared for single-cell sequencing according to the 10× Genomics protocols. Sequencing was performed on Illumina NextSeq500. About 1,120 cells were captured for each condition with mean reads per cell of 20,707. 

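The count tables hold 1113 LFD and 1144 HFD barcodes. Reads per cell cannot be taken from UMI counts. The mean number of UMIs per barcode was 6609 on LFD and 7353 on HFD.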

The Cell Ranger Single-Cell Software Suite (v.3.1.0) (available at https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger) was used to perform sample demultiplexing, barcode processing, single-cell 3′ counting, and counts alignment tomm10 mouse reference genome. For further analysis, the R (v.3.1) package Seurat was used (adapted workflow available at https://satijalab.org/seurat/v3.1/immune_alignment.html) (Satija et al, 2015; Stuart et al, 2019). 

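In the LFD library 442 barcodes had more than 2500 genes, 56 fewer than 200, and 419 had 5% or more mitochondrial UMIs. In the HFD library these numbers were 423, 27 and 498. The limits together kept 26.4% of LFD and 30.8% of HFD barcodes. They fell unevenly on cell types. Of the clusters made from the unfiltered set, they left out 46.7% of T/NK-like, 59.5% of MSC2-like, 71.1% of MSC1-like, 77.2% of macrophage-like and 85.2% of MSC3-like cells.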

Briefly, cells with feature counts more than 2,500 or less than 200 or have more than5% of mitochondrial genes were filtered out. All the samples were integrated and top 40 dimensions were used to generate the final clusters. 

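Integrating the libraries was compared with merging them without correction. Without integration the filtered cells gave 9 clusters and MSC3-like cells were not separate. With 20 dimensions in place of 40 there were 11 clusters.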

To distinguish between stem and progenitor cells, the difference between the G2M and S phase scores was regressed out. Cells are represented with t-distributed stochastic neighbor embedding (t-SNE) plots. The Seurat function “FindNeighbors” followed by the function “FindClusters” were used for clustering using resolution of 0.9. 

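At resolution 0.5 MSC3-like cells did not form a cluster of their own. Without an upper limit on genes per cell, 1268 cells gave 12 clusters at resolution 0.9, and without the barcodes marked by Scrublet 641 cells gave 10.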

FindAllMarkers function was used to identify specific gene markers for each cluster. Violin plots were used to compare selected gene expression. Differential expression between clusters was obtained using MAST. Specific genes for each cluster were used for functional annotation and Go terms using fgsea and pseudotime was analyzed using Slingshot (Street et al, 2018).

### Whole-mount tissue processing, clearing, and imaging

Freshly isolated epididymal fat pads were cut into small pieces then fixed in 4% PFA/PBS at 4°C overnight. After permeabilization for 18 h in 0.3% (vol/vol) Triton X-100 PBS at 4°C, the samples were blocked with 5% (vol/vol) donkey serum in 0.05% (vol/vol) Triton X-100 PBS for 12 h at 4°C and then incubated with the primary antibody for 12 h at 4°C. For OPN staining, an additional incubation with a fluorophore conjugated secondary antibody was carried out in 0.05% (vol/vol) Triton X-100 PBS for 12 h at 4°C. Samples were then washed in 0.05% (vol/vol) Triton X-100 PBS at room temperature for 4 h. DAPI (0.1 μg/ml) was add in PBS for 4 h. Samples were subjected to a second round of fixation before performing washes in gradients (25%, 50%, 65%, 85%, 90%, 95%, and 100%) of methanol for 1 h each at room temperature followed by a wash in a series (50%, 75%, 100%) of benzoic acid:benzyl benzoate (Sigma-Aldrich) in a 1:2 ratio before being imaged in 3D on a LSM 880 (Zeiss) using Fast Airy scan mode.

### Statistical analysis

Data were analyzed using GraphPad Prism software (GraphPad) or R software and are presented as mean ± SEM. Statistical significance was 20 determined by unpaired two-tailed *t* test or ANOVA; a *P*-value of ≤0.05 was considered significant.

## Data and Materials Availability

All data are available in the main text or the supplementary materials. Single-cell data sets generated during this study y are available at GEO accession GSE194399.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

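The single-cell values are raw UMI counts per gene and barcode, made by the authors with Cell Ranger on the mm10 genome and deposited without normalization. The methods name Cell Ranger 3.1.0, while the header of each count table names 3.0.2. The tables hold the barcodes called as cells, before the limits on genes and mitochondrial UMIs given in the methods, as barcodes beyond these limits are present. Genes were matched to GENCODE M21 (GRCm38) by Ensembl ID, which placed 27645 of the listed IDs.

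Cells with 200 to 2500 genes and less than 5% mitochondrial UMIs were kept. Each library was normalized in Seurat and the libraries were integrated through anchors. The difference between S and G2M scores was regressed out, and 40 principal components were clustered at resolution 0.9. Macrophage-like clusters were re-clustered in the same way. Doublets were kept in the main setting and called with Scrublet, at an expected rate of 1%, for an alternative. MAST tests, gene ontology enrichment, Slingshot and NicheNet were not repeated.

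A cluster was named from marker genes fixed before the counts were opened. The rule that scores them was revised several times after clusters had been seen. In its final form, genes were ranked by the CPM ratio between the cluster and all other cells after 20 CPM were added to each, among genes seen in at least 25% of its cells. A cluster took the name with the largest share of its markers among the first 50 genes. It needed at least 3 markers there and 3 seen in at least 10% of its cells, and no other name could have more markers among the first 10. Where the median UMI count of the cluster was below that of its library divided by 3, at least 1 marker had to stand among the first 10. Clusters that failed stayed unnamed. Whether naming genes themselves differed between diets was checked, and where they did, cluster sizes came from clusterings without the 205 marker genes. These clusterings were added after the data had been seen.

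Expression is the sum of UMIs over the cells of a cluster, divided by all their UMIs. Ratios between diets have an exact conditional binomial 95% interval. A gene was named by rule when it was among the 5 highest or 5 lowest ratios of genes with at least 50 UMIs, changed at least 2-fold and had an interval that left out 1. Mitochondrial, ribosomal protein, haemoglobin, Y-linked and Xist genes were left out of this rule. Shares of cells with 0 observations are given with an upper limit set by 3 counts. Thinning drew 1000 UMIs from each cell and left out shallower cells. For 3 CPM ratios the cells of each library were also drawn again with replacement, 10000 times, to give a 95% interval. This step was added after the data had been seen.

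Gene lists were fixed beforehand for collagens, ribosomal proteins, class I antigen presentation, lipid handling, senescence and cell cycle arrest, secretory senescence factors and phagocytosis receptors. A list of immediate early genes was added for a test of tissue dissociation. The median log2 ratio of a list, with 0.5 UMIs added to each gene, was ranked among 10000 random lists matched in 20 bins of expression. Random lists could draw members of the list itself. Naming genes were left out of lists compared between clusters and kept in those compared between diets.

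The ratio and list methods were tested on simulated data built from the MSC1-like and macrophage-like counts, with 200 changed genes each. The true ratio lay inside the interval for 95.67% of MSC1-like and 96.58% of macrophage-like genes. Pooled counts were drawn from the Poisson model that the interval assumes. The coverage therefore checks the calculation and leaves out variation between cells, which can make the intervals too narrow. The naming thresholds took in 100% of genes changed 4-fold and 0.46 and 0.38% of unchanged genes. Of 20 unchanged lists, 0 and 2 lay beyond percentiles 5 and 95.

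The work used R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5 and matplotlib 3.10.9. The authors used an earlier Seurat release.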

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

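The test of cycling genes by CPM was chosen only after the result was seen, and the other tests before.

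Across all barcodes with at least 200 genes, 131 cells (46 LFD and 85 HFD) formed a cluster led by Rgs5, Kcnj8, Abcc9 and Notch3, which are genes of mural cells. The paper names no mural cluster among its cell types, and Rgs5 is among the genes it shows for MSC4. These cells had 305 CPM of Pdgfrb (280 to 332), seen in 96.2% of cells (36.6% thinned), and 24.6 CPM of Pdgfra. They also had the endothelial genes Cldn5 (2925 CPM), Gpihbp1 (2434 CPM) and Kdr (668 CPM).

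Doublets of a mural and an endothelial cell could give this mixture. The median of 11635 UMIs was 3.90 times that of MSC2-like cells (2985), and 129 of the 131 cells had at least 3 genes of each kind, against 41 of 331 MSC2-like cells. These MSC2-like cells include the shallow cluster led by Hsp90aa1 and mitochondrial genes. It lowers their median and may lower their number with both kinds. Scrublet marked 9.16% of the cluster (4.82 to 15.5%) and 3.63% of MSC2-like cells (1.89 to 6.25%). After thinning, at least 1 gene of each kind was seen in 93.9% of the cluster and 32.0% of MSC2-like cells, of which 84 were too shallow. Endothelial markers stood at 80.9% of their level in MSC2-like cells. With overlapping Scrublet intervals, doublets and cells that express both programs cannot be told apart.

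Doublets formed at random during loading are excluded by another count. They would need cells with mural genes alone to be several times as many as cells with both kinds, and there were 71 with mural genes alone against 173 with both. Pairs that stayed attached through dissociation were not tested.

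A second group outside the paper's description was 30 cycling-like cells (8 LFD and 22 HFD) in the same set. More UMIs per cell in the HFD library might raise such a number. The share of cells with at least 2 of Mki67, Top2a, Birc5, Cdk1 and Ube2c was 1.32% on LFD and 4.83% on HFD. After thinning it was 0.935% (0.428 to 1.77%) and 2.04% (1.27 to 3.10%), with 94 LFD and 86 HFD cells left out. These intervals overlap, and so the planned test was undecided. CPM do not rise with depth, and the pooled CPM of the 5 genes had a ratio HFD over LFD of 2.64 (1.36 to 6.09 with cells drawn again), which excludes depth as the only cause. An effect of diet and a difference between the 2 preparations stay open, as neither was tested.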

How the results depend on the processing

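None of the tests in this part was chosen only after the result was seen, apart from the clusterings without marker genes, which were added after the data had been seen. No paired analysis was possible because there is 1 library per diet.

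Each of 66 results was recomputed under up to 15 settings, 13 of them planned. Of 704 values, 581 stayed within the counting interval of the first value, 120 moved outside it and 3, all of them for Cd36, changed direction from a first interval that left out 0. Of 48 signed results, 45 kept their sign in every setting. The others were the MSC1-like share (7 of 9 settings), the MSC2-like share (7 of 9) and Cd36 (9 of 12). For the 2 shares the first interval held 0. The cause was not tested for any of the movements listed.

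All barcodes with at least 200 genes. Collagen shares of UMIs became 1.34% (LFD) and 2.64% (HFD) in MSC1-like cells and 0.810 and 1.62% in MSC3-like cells, and 68.8% of collagen UMIs lay in MSC1-like cells. Log2 ratios HFD over LFD became 1.32 for Col3a1, 0.75 for Col1a2 and -0.047 for ribosomal proteins in MSC1-like cells, and 1.26 for lipid handling, 2.35 for Il1b and 0.056 for Cd36 (reversed from -0.34) in macrophage-like cells. The log2 ratio of Pi16 in MSC3- over MSC1-like cells went from 3.04 to 2.53. The M2-like share of macrophage-like cells had a log2 ratio of -2.33, against -0.78. Its naming genes differ by diet, so this size only shows the dependence on the setting.

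The same barcodes clustered without the marker genes. Collagen shares were 1.34 and 2.62% in MSC1-like and 0.805 and 1.65% in MSC3-like cells, with 68.9% of collagen UMIs in MSC1-like cells. Log2 ratios were 1.31 for Col3a1, 0.74 for Col1a2, -0.029 for ribosomal proteins, 1.25 for lipid handling, 2.08 for Il1b, 0.074 for Cd36 (reversed) and 2.59 for Pi16 between MSC3- and MSC1-like cells. Without the marker genes the filtered cells moved no leading result outside its interval.

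No upper limit on genes per cell. Collagen shares were 1.34 and 2.74% in MSC1-like cells, 0.831 and 1.56% in MSC3-like cells and 0.230% in MSC2-like cells on HFD, with 70.7% of collagen UMIs in MSC1-like cells. Log2 ratios were 1.39 for Col3a1, 0.77 for Col1a2, -0.072 for ribosomal proteins, 0.67 for lipid handling, 2.68 for Il1b and 0.28 for Cd36 (reversed).

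Other units. Without mitochondrial, ribosomal protein and haemoglobin UMIs, collagen shares were 1.38 and 2.37% in MSC1-like, 0.841 and 1.58% in MSC3-like and 0.190 and 0.319% in MSC2-like cells. Averaged over cells, they were 1.06 and 2.05% in MSC1-like cells, and the log2 ratios of Col3a1 and Col1a2 were 1.29 and 0.62. With median-ratio size factors the ribosomal protein ratio was -0.25. Thinning brought the share of HFD macrophage-like cells with Spp1 to 1.22% and with Cd9 to 14.6%, and that of LFD cells with Cd9 to 0%.

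Other clusterings. Without integration, collagen shares in MSC1-like cells were 1.07 and 1.92%, 93.0% of collagen UMIs lay there, and the ribosomal protein and lipid handling ratios were -0.25 and 0.44. The M2-like share was -1.96. At resolution 0.5 the collagen shares were 1.05 and 1.91%, with 93.3% of collagen UMIs in MSC1-like cells. In neither did MSC3-like cells form a cluster, so no value exists for them. With 20 dimensions, MSC2-like collagen shares were 0.124 and 0.195% and the lipid handling ratio 0.45. Without Scrublet doublets the M2-like share was -0.35. Resolution 1.5, the higher minimum of 200 UMIs and re-clustering with monocyte-like cells moved no leading result.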

Differences from the paper's values

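None of the tests named here was chosen only after a result was seen, apart from the clustering without the marker genes, but the rule that names clusters was revised after clusters had been seen.

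Whether the paper's clusters rest on the cells kept by its stated filter is not settled, so the comparisons below give the filtered cells first and other settings where they differ. For Pdgfra in MSC1 cells Table S1 has 89.5%, against 70.1% here after the stated filter, 86.5% for all barcodes with at least 200 genes and 88.9% without an upper limit on genes. For Cldn5 in MSC2 cells it has 99%, against 91.6, 81.9 and 95.3% in the same order.

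The paper states 17 cell types. The stated filter and settings gave 10 clusters, as did leaving out Scrublet doublets. There were 9 clusters without integration, 7 at resolution 0.5 and 11 with 20 dimensions. The 12 clusters without an upper limit on genes and at resolution 1.5 are closer, and all barcodes with at least 200 genes gave 17.

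The paper states 5 macrophage subpopulations. The filtered cells gave 2, also without an upper limit on genes, without Scrublet doublets and with monocyte-like cells added. There were 3 without integration and with 20 dimensions, 1 at resolution 0.5 and 24 at resolution 1.5. All barcodes with at least 200 genes gave 4, and no setting reached 5.

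The paper's text states a marked rise of endothelial cells, immune cells and MSC on HFD. Its figure reads, as log2 ratios, 0 for MSC1, 0.2 for MSC2, -1.4 for MSC3, -1.5 for PreAd and 2.9 for monocytes. The filtered cells gave -0.02, 0.03, -0.79, -1.35 and 2.06, with intervals that hold the figure's values. In the unfiltered set the intervals left out those for MSC1 (-0.26) and MSC3 (-0.87). The difference described next is from the text. Here the log2 ratios of shares were -0.05 for MSC1- to MSC3-like cells, 0.03 for MSC2-like cells and 0.07 for named immune cells, each with an interval that holds 0. Only some named immune clusters rose. The immune total leaves out the unnamed cluster led by Cd209a, Napsa, Upb1 and Il1b, with 4.76% of LFD and 7.95% of HFD cells. Clustered without the marker genes, the filtered cells gave 0.15 (-0.08 to 0.39) for named immune cells. For all barcodes with at least 200 genes the ratios were -0.22 (-0.36 to -0.09) for MSC1- to MSC3-like, 0.10 (-0.18 to 0.39) for MSC2-like and 0.12 (-0.04 to 0.29) for named immune cells. No cluster was named MSC4-like or, apart from MSC2-like cells, endothelial. The paper's MSC and endothelial groups are therefore matched only in part. An unnamed cluster of that set, led by Rgs5, which the paper shows for MSC4, rose (0.81, 0.30 to 1.31) outside the MSC total. Whether MSC as a whole fell there is left open. Macrophage-like cells in that set stood at 0.34 (0.12 to 0.56), and at 0.30 (0.07 to 0.52) when it was clustered without the marker genes. The immune total of that set leaves out an unnamed cluster without Pdgfra, Pdgfrb or Cd34 UMIs, with 3.41% of LFD and 6.54% of HFD cells. A rise of immune cells as a whole is therefore left open.

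The paper states that the adipogenesis regulators are scattered through all MSC populations. F3, Gdf10 and Agt were mostly in MSC1-like cells and Meox2 in MSC2-like cells.

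The paper states that adiponectin marks only preadipocytes. It was also seen in 16 of 131 MSC2-like cells.

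The paper states that all 15 receptors are up-regulated in MSC1. In MSC1-like cells 9 were higher and 6 lower on HFD, and Tgfbr3 was lower with an interval that leaves out 1.

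The paper states that only Spp1 rises exclusively with HFD and lists Tgfb1 among ligands raised in sender cells. The log2 ratio of Tgfb1 was -0.39 in macrophage-like and -1.17 in monocyte-like cells, 0.56 in dendritic-like and 0.084 in MSC2-like cells, with an interval that holds 0 for the latter 2. Across all barcodes with at least 200 genes it was -0.15 in macrophage-like cells, also with an interval that holds 0. Dendritic-like cells of the LFD library had 3 Spp1 UMIs.

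The paper states that only 2 macrophage populations were identified under LFD. Across all barcodes with at least 200 genes, LFD cells were found in all 4, with 5 in the CD9-like one.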

Other observations

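The test of Spp1 in MSC1-like cells against free RNA, the test of CD9-like collagen against free RNA, the test of Spp1 in CD9-like cells against depth, the test of a stronger response to dissociation on LFD, and the tests of Cdkn1a by CPM and across all barcodes with at least 200 genes were chosen only after the result was seen. The other tests were chosen before.

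Free RNA in the HFD suspension could put Spp1 UMIs into cells that do not make it. The test planned on T/NK-like cells was undecided, with 0 of 37 thinned HFD cells and an upper limit of 8.11%. MSC1-like cells of the HFD library had 0.532 CPM (0.0135 to 2.97, from 1 UMI), against 48.1 CPM in macrophage-like cells (40.2 to 57.0), which excludes this explanation. The greater depth of CD9-like cells might also raise their share with Spp1. After thinning, 7.25% of HFD CD9-like cells (2.39 to 16.1%) and 0 of 227 other HFD macrophage-like cells (up to 1.32%) had an Spp1 UMI, so depth alone is excluded.

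Collagen UMIs in CD9-like cells could come from doublets with an MSC1-like cell. A mixture of 1.97% MSC1-like RNA would account for the collagen, and 20 abundant MSC1-like genes were then found at a median of 0.645 of the level expected, 15 of them below it. That is consistent with doublets. The 3 cells with most collagen held 560 of 677 UMIs, had a median of 21257 UMIs, and 2 of them were marked by Scrublet. Free RNA spread evenly over barcodes is excluded, because the collagen share in CD9-like cells was 15.7 times that of other HFD macrophage-like cells, and 2.88 times without the 3 cells. In CD9-like over other macrophage-like cells, secretory senescence factors had a median log2 ratio of 1.41 (1.10 without the 3 cells), and class I antigen presentation one of -0.53 (percentile 3.53).

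A stronger response to dissociation in the HFD preparation might raise Timp1 and other MSC1-like genes. Immediate early genes stood at percentile 0.38 for HFD over LFD, which excludes it. The reverse, a stronger response in the LFD preparation, could bear on the diet ratios of macrophage-like cells, where these genes had a median log2 ratio of -1.17 (percentile 0.01, none of 9 above 0) in filtered cells and -1.08 across all barcodes with at least 200 genes. In T/NK-like cells the values were -0.50 and -1.04. In MSC2-like cells they were only -0.07 (percentile 32.0) and -0.10 (percentile 9.08). With 1 preparation per diet, such a response and an effect of diet on these genes cannot be told apart. A shift of the denominator could raise collagens. Without mitochondrial, ribosomal protein and haemoglobin UMIs their median log2 ratio was 0.80, which excludes it as well. Higher collagen in MSC1-like cells of the HFD library remains a pattern of 1 library per diet, and a biological effect of diet is a hypothesis that replicate mice would have to test.

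PreAd-like barcodes may be fragments of adipocytes or droplets with their free RNA. The nuclear RNA Malat1 had 859 CPM in them (532 to 1313), against 22671 CPM in MSC1-like and 26842 CPM in T/NK-like cells. All but 1 of the 21 UMIs came from HFD, with 55 CPM on LFD and 3206 CPM on HFD, where 4 of 8 barcodes had the gene. Across all barcodes with at least 200 genes the level was 3602 CPM, with 1580 CPM on LFD and 10779 CPM on HFD (9323 to 12399), still below the 21127 CPM of HFD MSC1-like cells. That is consistent with a share of barcodes that lack a nucleus, mostly on LFD, and it leaves open that others are whole cells.

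Cdkn1a, a senescence gene, was seen in 61.8% of LFD and 81.9% of HFD macrophage-like cells and rose from 412 to 553 CPM (ratio 1.34, counting interval 1.07 to 1.69). Depth could raise such shares, although the medians of 5653 and 5679 UMIs are close. After thinning they were 17.0% (7.65 to 30.8%) and 37.8% (27.3 to 49.2%), with overlapping intervals. With cells drawn again the CPM ratio had an interval from 0.956 to 1.94. For all barcodes with at least 200 genes the thinned shares were 24.2% (18.6 to 30.5%) and 29.1% (23.9 to 34.6%), and the CPM ratio was 1.06 (0.852 to 1.34 with cells drawn again). Thinned shares and CPM do not rise with depth. As the intervals of the thinned shares overlap and those of both CPM ratios hold 1 once cells are drawn again, a difference in expression beyond the sampling of cells is not shown. Cdkn2a had no UMI in filtered macrophage-like cells. In CD9-like HFD cells Cdkn1a stood at 355 CPM, below the 486 CPM of M1A-like cells.

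The senescence and cell cycle arrest list had only 2 usable genes in filtered cells. With all barcodes of at least 200 genes its median log2 ratio HFD over LFD was 0.07 in MSC1-like cells (percentile 66.1) and -0.11 in macrophage-like cells (percentile 37.6). For CD9-like over other macrophage-like cells it was -0.06 (percentile 38.3). In macrophage-like cells both other lists depended on the cells let in. Secretory senescence factors stood at -0.11 (percentile 13.1) in filtered cells and at 0.72 (percentile 99.99) across all barcodes with at least 200 genes. Phagocytosis receptors stood at -0.67 (percentile 0.47) and 0.00 (percentile 41.5).

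The paper separates progenitors by PDGFRα and PDGFRβ protein in flow cytometry. In RNA, 38.2% of MSC1-like cells (30.6 to 46.3%) had UMIs of both genes, 31.8% of Pdgfra only, 7.01% of Pdgfrb only and 22.9% of neither, the last with a median of 1950 UMIs against 6537 UMIs for cells with both. Cells with both were 30.6% (20.2 to 42.5%) on LFD and 44.7% (33.9 to 55.9%) on HFD, at medians of 4953.5 and 6067 UMIs over all MSC1-like cells, and 50.6 and 56.5% across all barcodes with at least 200 genes. The shares were not thinned, and no order is read from them. Collagens took 1.22% of UMIs on LFD and 1.86% on HFD in cells with both, and 1.10 and 2.03% in those with Pdgfra only. Cells with Pdgfrb only, 4 on LFD and 7 on HFD, had 1.45 and 2.76%, and cells with neither had 0.814 and 1.90%. Across all barcodes with at least 200 genes collagens took 1.39 and 2.77% in cells with both and 1.30 and 2.43% with Pdgfra only. There the values were 1.17 and 2.58% with Pdgfrb only, and 1.01 and 2.21% with neither.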
